# Single-cell RNAseq reveals seven classes of colonic sensory neuron

**DOI:** 10.1136/gutjnl-2017-315631

**Published:** 2018-02-26

**Authors:** James R F Hockley, Toni S Taylor, Gerard Callejo, Anna L Wilbrey, Alex Gutteridge, Karsten Bach, Wendy J Winchester, David C Bulmer, Gordon McMurray, Ewan St John Smith

**Keywords:** colon, gastrointestinal, visceral sensory neurones, single-cell RNA sequencing

## Abstract

**Objective:**

Integration of nutritional, microbial and inflammatory events along the gut-brain axis can alter bowel physiology and organism behaviour. Colonic sensory neurons activate reflex pathways and give rise to conscious sensation, but the diversity and division of function within these neurons is poorly understood. The identification of signalling pathways contributing to visceral sensation is constrained by a paucity of molecular markers. Here we address this by comprehensive transcriptomic profiling and unsupervised clustering of individual mouse colonic sensory neurons.

**Design:**

Unbiased single-cell RNA-sequencing was performed on retrogradely traced mouse colonic sensory neurons isolated from both thoracolumbar (TL) and lumbosacral (LS) dorsal root ganglia associated with lumbar splanchnic and pelvic spinal pathways, respectively. Identified neuronal subtypes were validated by single-cell qRT-PCR, immunohistochemistry (IHC) and Ca^2+^-imaging.

**Results:**

Transcriptomic profiling and unsupervised clustering of 314 colonic sensory neurons revealed seven neuronal subtypes. Of these, five neuronal subtypes accounted for 99% of TL neurons, with LS neurons almost exclusively populating the remaining two subtypes. We identify and classify neurons based on novel subtype-specific marker genes using single-cell qRT-PCR and IHC to validate subtypes derived from RNA-sequencing. Lastly, functional Ca^2+^-imaging was conducted on colonic sensory neurons to demonstrate subtype-selective differential agonist activation.

**Conclusions:**

We identify seven subtypes of colonic sensory neurons using unbiased single-cell RNA-sequencing and confirm translation of patterning to protein expression, describing sensory diversity encompassing all modalities of colonic neuronal sensitivity. These results provide a pathway to molecular interrogation of colonic sensory innervation in health and disease, together with identifying novel targets for drug development.

**Significance of this study**

**What is already known on this subject?**

- Sensory dysfunction is implicated in the pathogenesis of GI disease, and the modulation of sensory pathways are an important site of action for existing pharmacotherapies.
- Colonic sensory neurons that control reflex pathways and give rise to sensations of urge, discomfort and pain are currently classified by differences in their sensitivity to mechanical stimuli and anatomical structure of their nerve endings.
- Existing schema propose five major subpopulations of colorectal afferents, while traditional molecular criteria describe a relatively homogenous population of peptidergic, voltage-gated sodium channel Na_V_1.8-expressing neurons; however, these do not fully encapsulate all sensory modalities present in the gut.

**What are the new findings?**

- Using single-cell RNA sequencing of mouse colonic sensory neurons, we describe a comprehensive framework for the molecular basis of visceral sensation from the colorectum.
- We identify seven distinct colonic sensory neuron subtypes with nerve-specific subtype diversity between the lumbar splanchnic nerve and pelvic nerve.
- We characterise a range of novel molecular markers for mouse colonic neuron subtypes facilitating interrogation of these pathways to GI function in health and disease.

**How might it impact on clinical practice in the foreseeable future?**

- Molecular fingerprinting of colonic sensory neurons will facilitate drug development in poorly treated conditions, such as IBS.
- Differential subtype expression of certain receptors likely explains the side effects of currently used medications.
- Identification of molecular markers for mouse colonic sensory neurons will enable targeted approaches exploiting transgenic models to accelerate our understanding of sensory physiology within the gut and the molecular mechanisms of clinically relevant pathologies, such as IBS.

## Introduction

The gastrointestinal (GI) tract is a complex set of organs responsible for the ingestion and digestion of food, absorption of nutrients and evacuation of waste. In addition to autonomic pathways, the GI tract can evoke behavioural changes by providing conscious awareness of damage, such as during injury, inflammation and infection, through sensory pathways to the central nervous system (CNS).^1^ In the colorectum, sensory innervation is organised into two main pathways: thoracolumbar (TL) spinal afferents projecting via the lumbar splanchnic nerve (LSN) and lumbosacral (LS) spinal afferents projecting via the pelvic nerve (PN) that are responsible for transducing conscious sensations of fullness, discomfort, urgency and pain, in addition to reflex actions.^2^

Visceral sensory afferents act to maintain many aspects of GI physiology, such as continence and evacuatory function and contribute to local regulation of motility, secretory processes and blood flow.^2^ Locally, peripheral visceral afferent fibres interact with enteroendocrine cells in the mucosa and immune cells in the gut wall to initiate and modulate sensory input.^3^ Sensory pathways are a major interface between luminal contents, including gut microbiota, the immune system and the CNS, providing the capacity to modulate mood and sensation.^4^ The importance of a healthy visceral sensory nervous system is demonstrated when these sensory pathways are dysregulated or maladapted, such as following spinal cord injury and in inflammatory bowel disease, where loss of effective bowel function and long-term chronic pain leads to significant morbidity.^5 6^ Indeed, in patients with IBS, chronic dysregulation of afferent signalling is thought to drive visceral hypersensitivity.^7^

Significant efforts have been taken to characterise the diversity of visceral afferent fibres innervating the colon in order to fully understand their function in both normal GI physiology and disease. Visceral afferents have been classified by morphological characteristics (eg, peripheral ending structure and location within the gut wall), by expression of ion channels, receptors and neurotransmitters and by functional criteria (eg, basal firing rate, mechanical activation threshold and stimulus-response functions). Consequently, a diverse range of visceral nerve classifications exist, which vary according to the particular pathway and species investigated, as well as the investigator and experimental protocols used. While recent schema to integrate this myriad of classifications proposes the presence of five major structural types of endings (mucosal, intraganglionic laminar, muscular-mucosal, intramuscular and vascular afferents^2^), traditional molecular criteria describe a relatively homogeneous population of peptidergic,^8^ voltage-gated sodium channel 1.8-expressing ‘nociceptors’.^9 10^

These classifications are constrained by the availability of discriminative markers to segregate neuronal subtypes, therefore limiting the application of advanced lineage-specific genetically encoded tools and are dependent on functional, often electrophysiological, categorisation to predominantly mechanical stimuli. Lastly, this schema does not enhance our understanding of the sensory contribution to the detection of non-mechanical stimuli and local effector function (eg, neurogenic inflammation).

Here, we conduct deep single-cell RNA sequencing of colon-projecting sensory neurons from the TL and LS spinal pathways in mouse and describe seven molecularly distinct subtypes of neuron. The identification of discriminative marker genes paves the way for targeted subtype-specific labelling, ablation and chemo/optogenetic and pharmacological interventions to elucidate the contribution of these sensory subtypes to GI physiology, including pain, in health and disease.

## Material and methods

For comprehensive descriptions of the methodologies used, see the online supplementary information.

10.1136/gutjnl-2017-315631.supp1 Supplementary data

### Isolation of mouse colonic sensory neurons

TL and LS dorsal root ganglia (DRG) were collected from healthy mice 3–10 days after retrograde tracing from the colon by Fast Blue (FB) injection using previously described methods.^11 12^ Individual colonic sensory neurons were manually picked by pulled glass pipette on an adapted inverted microscope after enzymatic dissociation of the DRG and were used in subsequent single-cell RNAseq (scRNAseq) and qRT-PCR analysis. Prior to picking, cells were photographed for cell size analysis.^10^ For immunohistochemistry (IHC), FB-labelled mice were perfused-fixed and whole TL and LS DRG processed.

### Single-cell RNAseq and clustering

Full-length cDNA from polyadenylated RNA of 399 colonic sensory neurons were generated using Smart-seq2 protocols^13^ and multiplexed into six pooled libraries using Illumina Nextera XT DNA Sample Kit before 75 bp paired-end sequencing on an Illumina NextSeq500 (read depth ~4.9M reads/cell). Sample-specific reads were aligned to the mouse reference genome (GRCm38.p3; Ensembl V.80) and genomic features determined using featureCounts. Low-quality cells were filtered (online supplementary figure 1) resulting in normalised data from 325 cells and 34 769 genes^14 15^ being passed onto downstream clustering analyses. 

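The authors deposited 1 table of log2 values, with a column for each of 325 neurons and an entry for each of 45513 Ensembl genes, of which 34769 were above 0 in at least 1 neuron and 10744 were listed at 0 in every neuron. The values were on a log2(x + 1) scale, where x was proportional to the reads of a neuron on a gene divided by the length of that gene. The reads behind each value were recovered from this relation. With the exonic gene lengths of GENCODE M21, a later annotation of the same GRCm38 genome, 65.0% of the values above 0 came out as a whole number of reads within a relative tolerance of 1e-06, against 0.0659% when each length was changed at random by up to 10%. Lengths of the remaining 8712 genes above 0 were found from the values themselves, after which every value above 0 was a whole number of reads. For 760 of those genes, which were above 0 in only 1 or 2 neurons, the recovered reads are less certain. Expression is given as CPM, the recovered reads of a gene relative to the reads on all genes of that neuron, where 10 CPM equals 5 of 500000 reads. The sum over genes of 2^value - 1 ranged from 218865 to 11159067 between neurons, so the deposited values were not on the scale of TPM, whose sum is the same in every neuron.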

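The cell filter used with the recovered reads left out a neuron whose log10 reads or log10 genes detected lay more than 3 median absolute deviations below the median, or whose mitochondrial share lay more than 3 above it. Applied to the 325 neurons of the deposited table, the limits were 512427 reads, 9559 genes and a mitochondrial share of 5.24%. Below the gene limit were 47 neurons, below the read limit 3, and 9 were above the mitochondrial limit. This left out 34 TL and 23 LS neurons and kept 133 TL and 135 LS neurons. The filter had been set for all 399 sequenced neurons, and the 325 neurons had already passed the authors' own filter. A satellite glia score, the mean log2(CPM + 1) over 10 glial genes such as Fabp7 and Apoe, was at most 9.97 in the kept neurons, below its limit of 12.6, so that no neuron was left out for it. The scores were spread widely around a median of 3.67, which put the limit above all of them. The rule therefore does not show that the kept neurons were free of glial RNA. No doublet caller was run, since each library came from 1 picked neuron. The SC3 package was not used, but its steps were rewritten: 3 distances, 2 transformations of each, k-means on the leading 4% to 7% of eigenvectors and a consensus over all of these. They were run on 11869 genes with more than 2 reads in 6% to 94% of neurons, after library plate had been removed from the log2(CPM + 1) values by least squares with spinal segment kept. The 94 genes that the paper names were left out of the clustering. The mean silhouette of the consensus was 0.704 at k = 2, 0.737 at k = 3, 0.646 at k = 4, 0.587 at k = 5, 0.626 at k = 6, 0.565 at k = 7, 0.581 at k = 8, 0.564 at k = 9 and 0.561 at k = 10.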

Latent technical effects^14^ and contaminating satellite glia were conservatively removed^16^ (online supplementary figure 2) before clustering the remaining 314 cells based on gene expression profiles using single-cell consensus clustering (SC3)^17^ achieving greatest stability with *k*=7. Cluster robustness was investigated using bootstrapping of a downsampled dataset (online supplementary figure 3). 

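The clusters of the 268 kept neurons were recomputed in 50 draws of 80% of the neurons. The adjusted Rand index between each draw and the clusters from all neurons had a median of 0.796 (range 0.717 to 0.935). The share of neurons held in common by a cluster and its best match in a draw (Jaccard index) had a median of 0.946 for cluster 3, 0.895 for cluster 4, 0.885 for cluster 6, 0.852 for cluster 2 and 0.760 for cluster 7. For the smallest clusters, 1 and 5, the medians were 0.255 and 0.333, so that their membership changed from draw to draw.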

Using SC3, we identified 709 marker genes capable of distinguishing individual clusters (area under receiver operator characteristic (AUROC)≥0.85 and P<0.01; online supplementary table 1).^17^ Data were visualised using R and the ggplot2 package.^18^ Sequence data that support the findings of this study have been deposited in Gene Expression Omnibus under accession code GSE102962. The expression profile of a given gene within colonic neuronal subtypes is provided at http://hockley.shinyapps.io/ColonicRNAseq.

10.1136/gutjnl-2017-315631.supp2 Supplementary data

10.1136/gutjnl-2017-315631.supp3 Supplementary data

10.1136/gutjnl-2017-315631.supp4 Supplementary data

10.1136/gutjnl-2017-315631.supp7 Supplementary data

### Single-cell qRT-PCR

Colonic sensory neuron populations determined by clustering of scRNAseq data were first validated using scqRT-PCR. Expression of mRNA transcripts for subpopulation-specific markers (*Cbln2*, *Mrgprd*, *Fam19a1*, *Smr2*, *Trpa1*, *Hpse* and *Ntm*) were evaluated in individual colonic sensory neurons by qRT-PCR as previously described.^10 12^ A z-score distribution of marker gene expression was determined after normalisation to *Gapdh* expression. Based on the relative expression of the seven markers genes, 168 neurons were assigned to colonic sensory neuronal subpopulations. In a subset of 83 neurons, the expression of *F2r*, *F2rl1*, *F2rl2* and *F2rl3* was also determined.

### Immunohistochemistry

In FB-labelled TL and LS DRG sections from perfused-fixed mice, specific antibodies against TrkC, Gfrα2, Gfrα3, Nrp1 and Spp1 were used to determine the relative expression of these proteins in colonic sensory neurons and further validate clusters derived from scRNAseq data. No labelling was observed where primary antibodies were excluded. Species-specific secondary antibodies conjugated to fluorophores (AlexaFluor-488/AlexaFluor-568) were used to visualise labelling. Relative intensity of immunostaining reaction products were determined for all colon-labelled DRG neurons with visible nuclei from 2 DRG per spinal segment from two to three animals.

### Ca^2+^ imaging and postfunctional classification

Ca^2+^ imaging of FB-labelled colonic sensory neuronal primary cultures was performed on an inverted Nikon Eclipse T*i* microscope following incubation with Fluo4-AM, a Ca^2+^-sensitive dye. Images were captured every second using a Zyla sCMOS camera for 60 s (10 s baseline, 15 s of compound application and 35 s washout). Subsequent compounds were applied at 5 min intervals in random order. KCl (50 mM) was applied at the end of the recording as a depolarising stimulus. FB-labelled neurons that responded to KCl were harvested by glass pipette and processed for scqRT-PCR to enable postfunctional classification based on the relative expression of the seven marker genes (*Cbln2*, *Mrgprd*, *Fam19a1*, *Smr2*, *Trpa1*, *Hpse* and *Ntm*).

## Results

### Identification of colonic sensory neuronal heterogeneity

We performed deep scRNAseq using a modified Smart-seq2 protocol on 399 colonic sensory neurons innervating the mouse colon comprising almost equal proportions of cells originating from TL (T10-L1) and LS (L5-S2) DRG. 

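Fast Blue is a fluorescent tracer that is taken up by nerve endings and carried back to the cell body, so that DRG neurons that project to the injected colon can be picked by eye. In Smart-seq2, full-length cDNA is made from the polyadenylated RNA of 1 cell and amplified by PCR without molecular identifiers, so the counts given here are of reads and not of molecules. GEO's labels list 203 TL and 196 LS neurons in 6 library plates, as well as 13 controls of bath solution. The deposited table holds 167 TL and 158 LS neurons, and the other 74 neurons and the bath controls were not analysed here. Both segments were present in plates 2 to 6, while the 5 neurons of plate 1 were all from TL DRG. The authors aligned the reads to GRCm38 and counted them on genes with featureCounts. They then scaled the counts and took the log2 of them. From the recovered reads, TL neurons had between 562394 and 12375237 reads on genes (median 3182905) and LS neurons between 479273 and 14146487 (median 3767824). The mouse or culture that a neuron came from is given neither in the labels nor in the paper's text, so TL and LS were each treated as 1 sample. Differences between segments or subtypes therefore have no replicate check, and no p-value was computed from cells. Values within each library plate are given instead. Shares of neurons are given with exact Clopper-Pearson 95% intervals, which cover counting error only.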

Neurons were labelled by retrograde tracer (FB) injection into regions of the colon wall innervated by both nerves (figure 1A). In total, 1.136 billion paired-end reads were aligned to the mouse reference genome and used to determine individual gene expression levels. Of these, both low-quality cells and those with genes from potentially confounding satellite glia were excluded (see online supplementary methods and figures 1 and 2). This resulted in 314 colonic sensory neurons with an average 3.4 million reads mapping to 9675±1796 unique genes per cell being taken forward into subsequent clustering analyses.

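Over the 325 neurons of the deposited table, the recovered reads summed to 1282475740, with a median of 3359016 and a mean of 3946079 per neuron. This sum, over part of the sequenced neurons, is above the total that the paper states, and the reason was not tested. A single rRNA gene, CT010467.1 (chromosome 17 from 39846353 to 39848827 of GRCm38, minus strand), took a median of 8.73% of the reads of a neuron (range 0.207% to 24.0%). The sum over genes of 2^value - 1 fell as the reads of a neuron rose (Spearman's rho -0.963, Pearson's r of the log2 values -0.967, both across neurons, which are not independent replicates). Within each of plates 2 to 6 the rho lay between -0.966 and -0.926. Because of this relation, CPM of the recovered reads were compared between neurons rather than the deposited values.

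**Figure D1:**
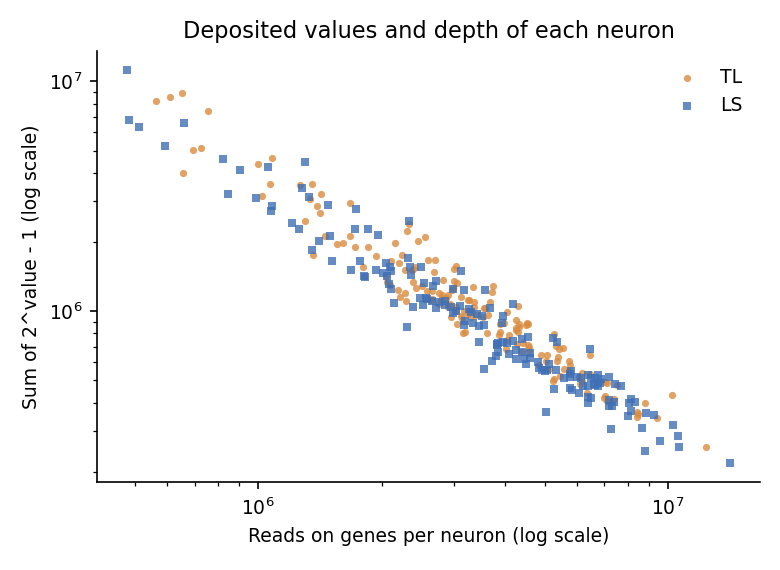
Sum over genes of 2^value - 1 of the deposited values against the recovered reads on genes for each of the 325 neurons, both on log scales. Each point is 1 neuron, a circle for TL and a square for LS, and the sum falls as the reads rise in both segments.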

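The 268 neurons kept from the table had between 593515 and 14146487 reads on genes, with a mean of 4317274 and a median of 3407500 in TL and 4085713 in LS neurons. A mean of 13776 genes per neuron had at least 1 read, and a mean of 10506 had at least 10 reads. To compare shares of neurons across depths, the reads of each neuron were thinned at random to 500000, and a gene was called expressed at 5 or more of these reads. No kept neuron had fewer reads than that.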

**Figure 1:**
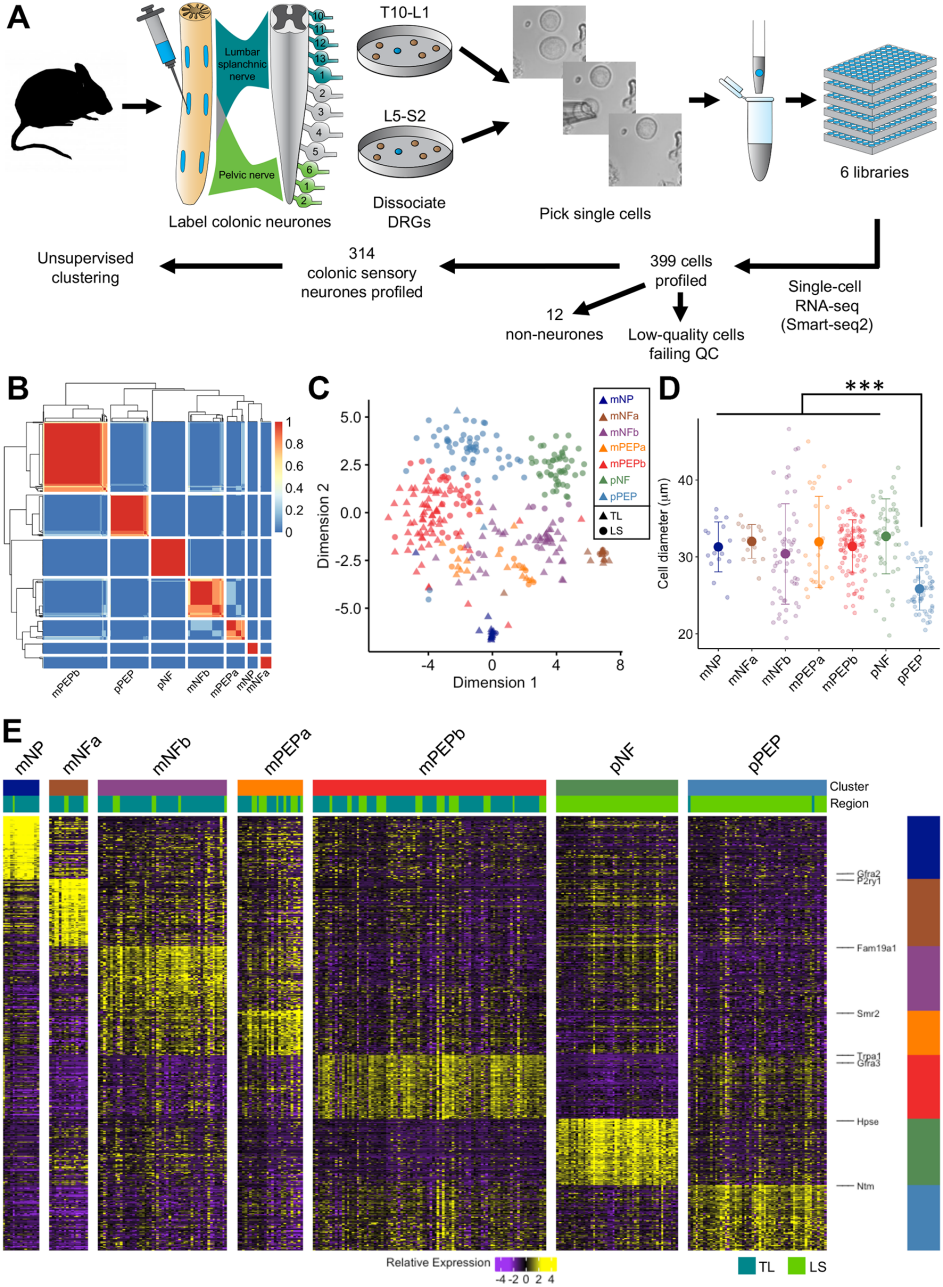
scRNAseq of sensory neurons innervating the colon reveals seven molecularly distinct cellular subtypes. (A) Flowchart depicting the experimental procedure. Sensory neurons innervating the colon *via* the LSN and PN were retrogradely labelled using FB. Individual labelled neurons were harvested from primary cultures of TL (T10-L1) and LS (L5-S2) DRG before processing for scRNAseq and unsupervised clustering. Images of before, during and after picking of a colonic sensory neuron are shown. (B) Similarity matrix indicating how often each pair of neurons is assigned to that cluster based on the clustering parameters. (C) t-SNE analysis of colonic sensory neurons (n=314). Numbers of profiled neurons per cluster: mNP (n=15), mNFa (n=16), mNFb (n=53), mPEPa (n=27), mPEPb (n=96), pNF (n=50), pPEP (n=57). Colours indicate unsupervised neuronal classification and shape indicates spinal segment from which the neuron was isolated (triangle, TL; circle, LS). Each dot represents an individual neuron. (D) Soma size analysis of colonic neuronal subtypes. Individual diameters of isolated neurons analysed by scRNAseq is overlaid with mean±SD for that subtype (***P<0.0001, one-way ANOVA with Tukey posthoc correction for multiple comparisons). (E) Heat map of scaled expression [log(TPM)] of marker genes for each of the colonic sensory neuronal subtypes as defined in B. Of the total 709 markers genes with AUROC≥0.85, only the top 100 genes for each cluster are displayed. Colour represents a *z*-score distribution from negative (purple) to positive (yellow). The spinal segmental region (TL or LS) from which an individual cell was isolated is shown below the subtype colour block. ANOVA, analysis of variance; AUROC, area under receiver operator characteristic; DRG, dorsal root ganglia; FB, Fast Blue; LS, lumbosacral; LSN, lumbar splanchnic nerve; mNFa; mNeuroFilament-a; mNP; mNonPeptidergic; mPEPa; mPeptidergic-a; PN, pelvic nerve; scRNAseq, single-cell RNAseq; TL, thoracolumbar.

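With k = 7, the 268 neurons fell into clusters of 11, 75, 46, 44, 17, 36 and 39 neurons, numbered 1 to 7. Clusters were named after the paper's subtypes with 10 marker genes per subtype from online supplementary table 1, leaving out genes that the paper's text names. The study picked these markers on the same neurons, so that the names are not independent evidence for the subtypes. A cluster was called like a subtype when at least 3 of its 10 markers separated it from the other neurons with an AUROC of at least 0.7, no other subtype had as many, and its leading genes did not go against the name. These thresholds were set after the marker scores had been seen. Cluster 1 was mPEPa-like (6 of 10 markers), while clusters 2 (mPEPb-like), 3 (pNF-like), 4 (pPEP-like) and 6 (mNFb-like) each had all 10 markers. Cluster 6 also had 7 of the 10 mPEPa markers, with a higher mean z-score for mPEPa (0.956) than cluster 1 (0.825). By the marker score described below, 7 neurons of cluster 6 and 6 of cluster 1 were mPEPa, so comparisons of the mNFb-like with the mPEPa-like cluster rest on a weak separation. The MHC class II genes H2-Ab1, H2-Aa and H2-DMb1 were among the leading genes of the pPEP-like cluster. Clusters 5 and 7 stayed unnamed, and together held 30.1% of the TL and 11.9% of the LS neurons. No marker of any subtype reached the threshold in cluster 5, which also had the lowest median number of reads (2293971), and the leading genes of cluster 7 were markers of both mNP and mNFa. For mNP and mNFa, values are therefore given for the neurons that scored highest for those subtypes when each neuron was assigned to the subtype with the highest mean z-score over its markers, without clusters. This assignment gave 18 mNP, 10 mNFa, 44 mNFb, 27 mPEPa, 77 mPEPb, 43 pNF and 49 pPEP neurons, and 14 of the mNP and 9 of the mNFa neurons lay in cluster 7.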

We defined seven clusters in an unbiased fashion by *k*-means-based consensus clustering (figure 1B).^17^ We observed spinal column regional differences in the presence of subtypes identified. 

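None of the 133 TL neurons lay in the pNF-like or pPEP-like cluster, which allows a share of up to 2.26%. Both clusters were made up of LS neurons only, 46 in the pNF-like and 44 in the pPEP-like cluster (100%, interval 96.0% to 100% for the 90 together). The remaining 45 of the 135 LS neurons (33.3%, 25.5% to 42.0%) clustered with TL neurons. By library plate, this share of LS neurons was 22.2% (4 of 18) in plate 2, 59.1% (13 of 22) in plate 3, 28.1% (9 of 32) in plate 4, 28.1% (9 of 32) in plate 5 and 32.3% (10 of 31) in plate 6. Assigned by marker score without clusters, 1 of 133 TL neurons was pPEP and none was pNF, 91 of the 92 neurons of these subtypes were from LS DRG (98.9%, 94.1% to 100.0%), and 32.6% of LS neurons (24.8% to 41.2%) had another subtype. Genes that differ between the segments entered the clustering. With the 200 genes that differ most between LS and TL left out, 9 TL neurons joined the pPEP-like cluster and 90.6% of the neurons in the pNF-like and pPEP-like clusters were from LS DRG. The setting that moved this share most kept all 325 neurons of the deposited table, which gave 79.8% (95 of 119). There, 24 of 167 TL neurons lay in the pNF-like cluster, which also had 7 markers of mNFb. Of these 24, 22 had been in the mNFb-like cluster of the 268 neurons. The results for both 268 and 325 neurons had been seen before the smaller set was settled on.

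**Figure D2:**
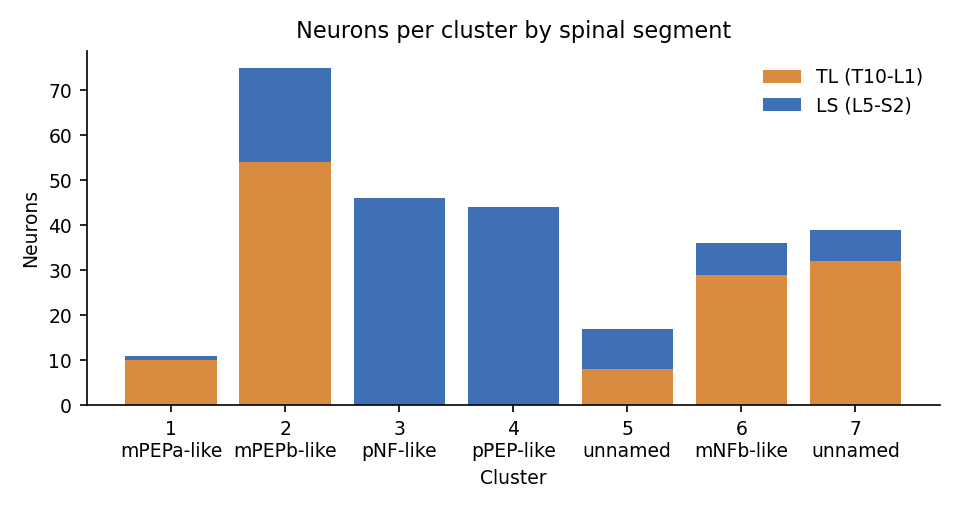
Neurons in each of the 7 clusters of the 268 kept neurons, as stacked bars of TL (T10-L1) and LS (L5-S2) neurons. Clusters 3 (pNF-like, 46 neurons) and 4 (pPEP-like, 44 neurons) hold LS neurons only, and the other clusters hold both.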

With the exception of two cells, colonic sensory neurons isolated from TL DRG (n=159) were grouped into five subtypes based on gene expression profiles, while those neurons isolated from LS DRG (n=155) were split into seven subtypes with two almost exclusively LS in composition (98%) and 32% of neurons showing similarity to the main five TL subtypes (figure 1C and online supplementary figure 4A). 

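Of the clusters that held both TL and LS neurons, the mNFb-like cluster had 29 TL and 7 LS neurons (19.4% from LS, 8.19% to 36.0%), the mPEPb-like cluster 54 TL and 21 LS neurons (28%, 18.2% to 39.6%) and the mPEPa-like cluster 10 TL neurons and 1 LS neuron. Cluster 5 had 8 TL and 9 LS neurons and cluster 7 had 32 TL and 7 LS neurons. By marker score, 3 of the 10 mNFa and 1 of the 18 mNP neurons were from LS DRG. So were 11 of the 27 neurons assigned to mPEPa (40.7%, 22.4% to 61.2%), unlike in the small mPEPa-like cluster, whose membership changed from draw to draw.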

Of the five ‘mixed’ subtypes (populated by both TL and LS neurons and identified with the prefix ‘m’), we identify two subtypes (mNeuroFilament-a (mNFa) and mNeuroFilament-b (mNFb)) comprising 16 and 53 neurons, respectively (figure 2A). These two subtypes have greater expression of genes typically associated with myelinated DRG neurons including neurofilament heavy chain (*Nefh*) and lactate dehydrogenase B (*Ldhb*),^19^ but can be distinguished by N-terminal EF-hand Ca^2+^ binding protein 2 (*NECAB2*) and family with sequence similarity 19 member A1 (*Fam19a1*) expression, respectively. 

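Nefh (ENSMUSG00000020396, chromosome 11 from 4938754 to 4948064), on GRCm38 as for the positions of other genes, had a mean of 591 CPM in the mNFb-like and 568 CPM in the mNFa neurons, against 289 CPM in pNF-like, 211 CPM in mPEPa-like, 65.2 CPM in pPEP-like and 49.7 CPM in mPEPb-like neurons. It was expressed in all mNFb-like and mNFa neurons, but also in all 44 pPEP-like neurons and in 92% of the mPEPb-like neurons. Ldhb (ENSMUSG00000030246, chromosome 6 from 142490249 to 142507957) had means of 964 CPM in mNFa, 275 CPM in pNF-like and 247 CPM in mNFb-like neurons, and at most 69.0 CPM in the mPEPb-like and pPEP-like neurons, with 154 CPM in the mPEPa-like neurons. Necab2 (ENSMUSG00000031837, chromosome 8 from 119446719 to 119472640) was expressed in 8 of 10 mNFa neurons (80% (44.4% to 97.5%), mean 109 CPM), against 6.82% of those assigned to mNFb. Fam19a1 (ENSMUSG00000059187, chromosome 6 from 96113154 to 96657198) was expressed in 25 of 36 mNFb-like neurons (69.4% (51.9% to 83.7%), mean 66.2 CPM) and in 30% of the mNFa neurons (11.1 CPM). In each of plates 2 to 6, Nefh, Ldhb and Fam19a1 were highest in these subtypes or in pNF-like neurons, and Necab2 was highest in mNFa in 4 of the 5 plates. Ldhb was the gene of these that depended most on the settings, with an NF subtype highest in 20 of 27 settings.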

The third subtype, mNonPeptidergic (mNP), made up of 15 cells showed expression of purinergic receptor P2X3 (*P2rx3*), MAS-related GPR, member D (*Mrgprd*) and glial-derived neurotrophic factor family receptor α2 (*Gfra2*), all previously associated with non-peptidergic nociceptors^20^ and predicted to account for very few colonic sensory neurons based on previous literature reporting the prominence of peptidergic neurons innervating the colon.^8^ Collectively, mNP and mNF subtypes also all express the mechanotransducer Piezo2 (figure 2A and B). 

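Among the 18 neurons assigned to mNP, P2rx3 (ENSMUSG00000027071, chromosome 2 from 84998583 to 85037462) was expressed in all, with a mean of 408 CPM, against 171 CPM in those assigned to mNFb. Mrgprd (ENSMUSG00000051207, chromosome 7 from 145314835 to 145324086) was expressed in 15 of 18 (83.3% (58.6% to 96.4%)) with a mean of 750.4 CPM, and its mean was at most 0.123 CPM in each of the other subtypes, none of whose neurons reached the threshold for expression. Gfra2 (ENSMUSG00000022103, chromosome 14 from 70890120 to 70979838) was expressed in 17 of 18 (94.4% (72.7% to 99.9%)) with a mean of 220.3 CPM, and in 6 of 10 mNFa neurons at 15.2 CPM. P2rx3 and Mrgprd were highest in mNP neurons, and Gfra2 in mNP or mNFa neurons, in each of plates 2 to 6. Only 1 mNP neuron was from LS DRG, so an order within LS neurons was not read.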

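Piezo2 (ENSMUSG00000041482, chromosome 18 from 63010213 to 63387183) was expressed in all mNP and all mNFa neurons, with means of 302 and 582 CPM, and in 35 of 36 mNFb-like neurons (97.2% (85.5% to 99.9%)) with a mean of 359 CPM. The mPEPb-like neurons had a mean of 20.1 CPM (13.3% expressing). In the 11 mPEPa-like neurons it was expressed in 9 of 11, at 106 CPM.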

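Calca (ENSMUSG00000030669, chromosome 7 from 114631478 to 114636357) had means of 14318 CPM in mPEPb-like and 9633 CPM in mPEPa-like neurons and was expressed in all of them, with 8783 CPM in mNFb-like neurons. Tac1 (ENSMUSG00000061762, chromosome 6 from 7554879 to 7565834) had means of 3965 CPM in mPEPb-like and 2082 CPM in mPEPa-like neurons, of which 100% and 90.9% expressed it, and 554 CPM in mNFb-like neurons. Tlr4 (ENSMUSG00000039005, chromosome 4 from 66827584 to 66930284) was expressed in 3 of 11 mPEPa-like neurons (27.3% (6.02% to 61.0%), mean 9.62 CPM) and in 6 of 36 mNFb-like neurons (4.86 CPM), so that the difference in share lay within counting error.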

The final two mixed subtypes (mPeptidergic-a (mPEPa), 27 cells and mPEPb, 96 cells) express calcitonin gene-related peptide (CGRP; *Calca*), substance P (*Tac1*) and TrkA (*Ntrk1*) and represent peptidergic nociceptors; mPEPb expresses transient receptor potential cation channel A1 (*Trpa1*), while mPEPa also expresses acid-sensing ion channel 3 (*Asic3*) and Toll-like receptor 4 (*Tlr4*, figure 2A and online supplementary figure 4B). The two additional subtypes identified, which were populated almost exclusively by LS colonic neurons, are given the preface ‘pelvic’ (‘p’) due to LS DRG cell bodies innervating the colon *via* the PN. The sixth, the pNF subtype, was made up of 50 cells, which like the mNF subtypes expresses *Nefh*, *Ldhb* and *Piezo2*, but additionally expresses TrkB (*Ntrk2*), *Asic1* and secreted phosphoprotein 1 (*Spp1*) suggesting a molecular and spinal region, distinct population to mNFa and mNFb (figure 2A, B and online supplementary figure 4B). 

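Ntrk2 (ENSMUSG00000055254, chromosome 13 from 58806569 to 59133970) was expressed in all 46 pNF-like neurons with a mean of 420.1 CPM, against 66.0 CPM in mPEPa-like neurons, the next highest of the named clusters. The 10 mNFa neurons, which had no cluster of their own, had a mean of 778 CPM. Asic1 (ENSMUSG00000023017, chromosome 15 from 99670368 to 99701130) was expressed in 25 of 46 pNF-like neurons (54.3% (39.0% to 69.1%)) at 12.2 CPM, below the means of 38.3 CPM in mPEPa-like and 25.9 CPM in mNFb-like neurons. Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) was expressed in 31 of 46 pNF-like neurons (67.4% (52.0% to 80.5%)), with a mean of 1370 CPM against at most 18.8 CPM in the other named clusters. Among the named clusters, Spp1 and Ntrk2 were highest in the pNF-like cluster in each of plates 2 to 6 and Asic1 in 2 of the 5. By marker score, where mNFa had its own group, pNF was highest for Ntrk2 in 2 of the 5 plates. Piezo2 had a mean of 259 CPM in pNF-like neurons.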

The seventh subtype, pPEP (57 cells), was peptidergic (expressing *Calca* and *Tac1*), but differed from mPEPa/mPEPb by high expression of tyrosine hydroxylase (*Th*) and the absence of *Trpa1* (figure 2B). These pelvic subtypes showed some similarity to subtypes mNFa/mNFb and mPEPa/mPEPb, respectively, but they possess distinct expression patterns suggesting functional disparity between classes of neuron innervating the colon *via* different nerves. 

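The pPEP-like neurons all expressed Calca, with a mean of 9868 CPM, and Tac1, with a mean of 5061 CPM. Th (ENSMUSG00000000214, chromosome 7 from 142892752 to 142931128) had a mean of 1154 CPM in pPEP-like neurons, against 316 CPM in pNF-like, 271 CPM in mPEPb-like and 120.1 CPM in mPEPa-like neurons, and was highest in the pPEP-like cluster in each of plates 2 to 6. It was also expressed in 93.3% of mPEPb-like neurons. Trpa1 (ENSMUSG00000032769, chromosome 1 from 14872648 to 14918862) was expressed in 22 of 44 pPEP-like neurons (50% (34.6% to 65.4%)), with a mean of 127 CPM.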

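The pNF-like cluster was separated from all other neurons with an AUROC of at least 0.85 by 410 genes and the pPEP-like cluster by 78, over all genes tested. These counts describe the clusters that the same values had made and are not an independent test. The paper reasons from the genes shared with the mNF or mPEP subtypes, together with those such as Ntrk2, Spp1 and Th that set the pelvic subtypes apart and their LS origin, and proposes that neurons reaching the colon through different nerves differ in function.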

Our analysis supports the hypothesis that a restricted diversity of sensory neurons innervate visceral organs,^21^ but that this diversity is far richer than previously recognised from functional/anatomical analyses.

10.1136/gutjnl-2017-315631.supp5 Supplementary data

**Figure 2:**
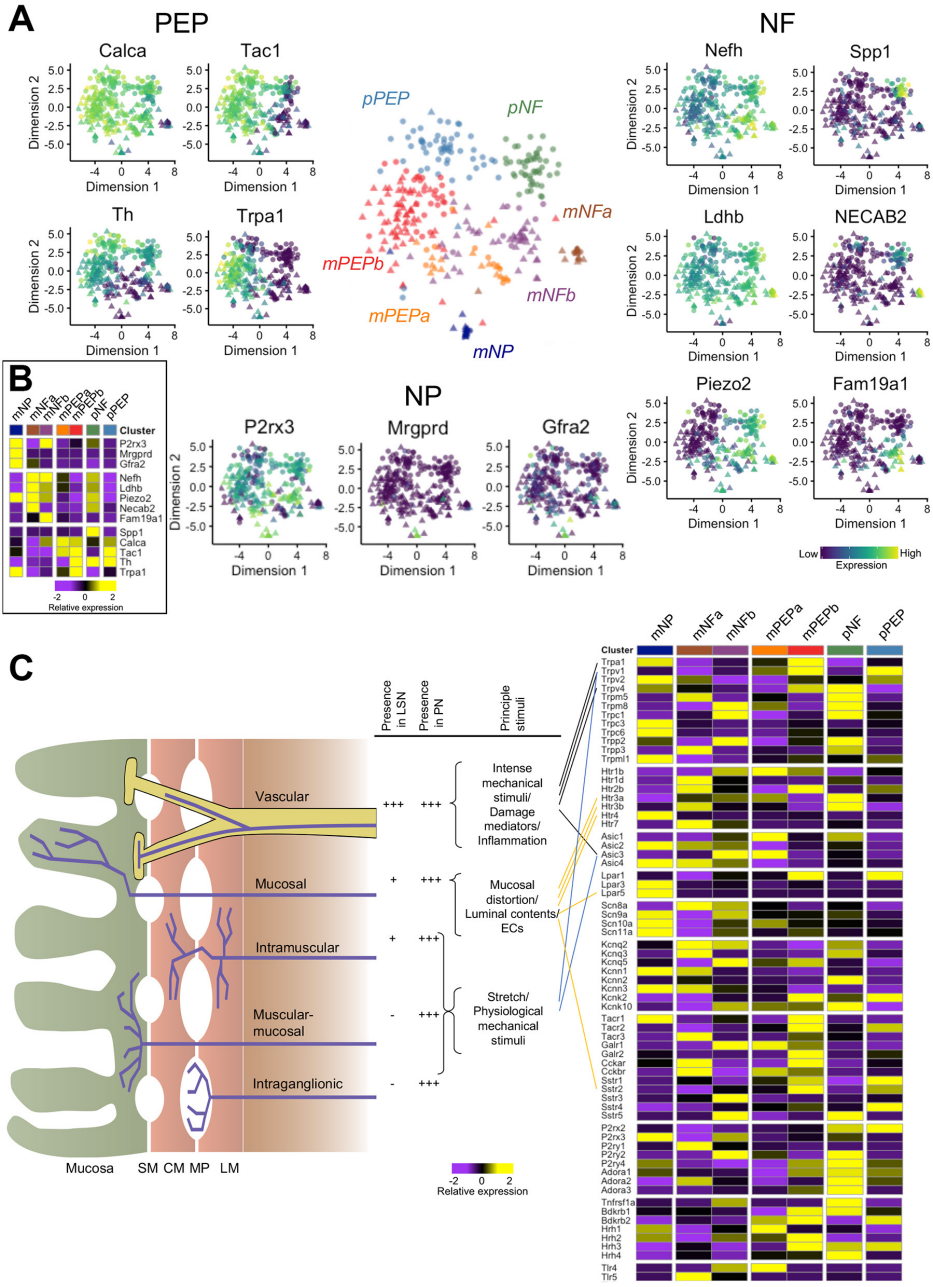
Definition of colonic neuronal subtypes identified by scRNAseq analysis. (A) t-SNE plot of colonic sensory neurons coloured by subtype. For different populations (‘peptidergic’, PEP ‘non-peptidergic’, NP and ‘neurofilament containing’, NF), relative expression of example genes are displayed (PEP: *Calca*, *Tac1*, *Th and Trpa1*; NP: *P2rx3*, *Mrgprd* and *Gfra2*; NF: *Nefh*, *Ldhb*, *Piezo2*, *NECAB2*, *Fam19a1* and *Spp1*). Colour scheme represents expression level [log(TPM)]. (B) Colonic sensory neuron cluster mean expression for the representative genes displayed in A. (C) Diagrammatic cross-section of the bowel wall showing existing classification schema for colonic afferents innervating the GI tract as defined by functional (eg, sensitivity to mechanical stimuli) and anatomical experiments.^2^ The frequency of colonic afferent classes differs in the two nerves innervating the colon of mouse and so does the principal stimulus to which a class is sensitive: these are displayed in the adjacent table (***high abundance, *low abundance and –absence). Next to this, mean subtype expression as defined by scRNAseq is shown for key ion channels/receptors and linked to colonic afferent classes where genetic ablation of ion channels and receptors has been shown to impair sensory function in a class-selective manner. *Calca* encodes CGRP; *Tac1*, Substance P; *Th*, tyrosine hydroxylase; *Trpa1*, Transient receptor potential cation channel member A1; *P2rx3*, P2X3; *Mrgprd*, MRGPRD; *Gfra2*, GDNF family receptor alpha-2; *Nefh*, neurofilament heavy chain; *Ldhb*, lactate dehydrogenase B; *Piezo2*, PIEZO2; *NECAB2*, N-terminal EF-hand Ca^2+^ binding protein 2; *Fam19a1*, Family with sequence similarity 19 member A1; *Spp1*, secreted phosphoprotein 1. CGRP, calcitonin gene-related peptide; CM, circular muscle; ECs, enterochromaffin cells; GDNF, glial-derived neurotrophic factor; LM, longitudinal muscle; MP, myenteric plexus; scRNAseq, single-cell RNAseq; SM, submucosa.

The mean soma diameter of TL neurons profiled was 31.3±0.4 µm and, in agreement with previous studies, was significantly greater than for LS neuron soma diameter (29.6±0.4 µm; n=152–157, P=0.006, 95% CI 0.60 to 2.80, two-sided unpaired t-test).^8 10^ Determining mean soma diameter for each subtype revealed that pPEP neurons were significantly smaller than any other subtype (P<0.0001, one-way analysis of variance with Tukey posthoc correction for multiple comparisons; figure 1D), supporting the hypothesis based on transcript expression that these pelvic sensory neurons are distinct from other peptidergic subtypes (mPEPa/mPEPb) identified. We identified 709 genes (AUROC≥0.85 and P<0.01) that best classified colonic sensory neurons into these seven subtypes (figure 1E and online supplementary table 1; a violin plot of any gene can be visualised at http://hockley.shinyapps.io/ColonicRNAseq/).

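Among 22392 genes tested in the 268 neurons, 682 had an AUROC of at least 0.85 for 1 of the 7 clusters against all other neurons. Of these, 137 were for the mNFb-like, 45 for the mPEPb-like and 1 for the mPEPa-like cluster, and 11 for the unnamed cluster 7, while cluster 5 had none. Of the genes that the paper names, which had been left out of the clustering, 28 reached the threshold. With random groups of the same sizes, at most 3 genes reached it in 20 draws (median 0). No p-value is given, since the clusters were made from the same values. The count was 1425 at an AUROC of 0.80 and 266 at 0.90. The setting that moved it most, Ward clustering of 20 principal components, gave 2491.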

We next investigated the expression profiles of ion channels and receptors known to contribute to sensory (mainly mechanosensitive) function in the GI tract. Vascular afferents are the principal functional class innervating the gut via the LSN, while the PN is more evenly populated by all afferent classes (figure 2C).^2^ Selective deficits in these classes have been observed following genetic ablation of transducer channels (such as *Trpa1*,^22^ *Trpv1*,^23^ *Trpv4*^24^ and *Asic3*^23^). In order to understand how our analysis of colonic sensory neurons fits with existing schema for classifying gut afferents, we assessed the relative expression of key ion channels and receptors within our seven subtypes (figure 2C and online supplementary figure 4B). 

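Trpa1 had its highest mean in mPEPb-like neurons (952 CPM), in which 74 of 75 expressed it, and this was so in 4 of plates 2 to 6. Trpv1 (ENSMUSG00000005952, chromosome 11 from 73234292 to 73261242) was expressed in all mPEPb-like neurons at a mean of 1350 CPM and in all pPEP-like neurons at 2426 CPM. It was lower in mPEPa-like (560.5 CPM), pNF-like (234 CPM) and mNFb-like neurons (217 CPM). The pPEP-like cluster had the higher mean of Trpv1 in each of the 5 plates and under each of the 27 settings, although within TL neurons, of which none was pPEP-like, Trpv1 was highest in the mPEPb-like cluster. Trpv4 (ENSMUSG00000014158, chromosome 5 from 114622152 to 114658421) had means of 0.524 CPM in pNF-like and 0.285 CPM in mPEPb-like neurons, and at most 0.609 CPM in any subtype. No neuron reached the threshold for expression, so an order between subtypes was not detectable at this depth.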

Compared with other subgroups, *Trpa1*, *Trpv1* and *Trpv4* are most highly expressed in mPEPb neurons suggesting that these cells may represent (a portion of) the functionally defined vascular afferent class. By contrast, *Asic3* showed greatest expression in mNFb and mPEPa subgroups. 

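Asic3 (ENSMUSG00000038276, chromosome 5 from 24413392 to 24417835) was expressed in 31 of 36 mNFb-like neurons (86.1% (70.5% to 95.3%)) at a mean of 393 CPM and in 8 of 11 mPEPa-like neurons (72.7% (39.0% to 94.0%)) at 164 CPM. The means were 19.6 CPM in pNF-like and 0.0343 CPM in pPEP-like neurons, none of which reached the threshold for expression (a count of 0 of 44 allows up to 6.82%). The mNFb-like or mPEPa-like cluster was highest in each of plates 2 to 6.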

Protease-activated receptor 2 (PAR2; encoded by *F2rl1*), an important modulator of visceral pain,^25^ is broadly not detected, while PAR1 (*F2r*) is most prevalent in mNFb and pNF groups, PAR3 (*F2rl2*) is found fairly ubiquitously and PAR4 (*F2rl3*) in a small number of cells in each subtype (online supplementary figure 5).

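F2rl1 (ENSMUSG00000021678, chromosome 13 from 95511732 to 95525227) had a mean of 0.00911 CPM over the 268 neurons and reached the threshold for expression in none, which allows a share of up to 1.12%. F2r (ENSMUSG00000048376, chromosome 13 from 95601803 to 95618487) was expressed in 38 of 46 pNF-like neurons (82.6% (68.6% to 92.2%), mean 94.7 CPM) and in 18 of 36 mNFb-like neurons (50% (32.9% to 67.1%), mean 46.0 CPM). In the mPEPa-like cluster its mean was close to that (43.9 CPM), but only 2 of 11 neurons expressed it. F2rl2 (ENSMUSG00000021675, chromosome 13 from 95696853 to 95702739) was expressed in 97.8% of all neurons (95.2% to 99.2%), and in at least 87.2% of each cluster. F2rl3 (ENSMUSG00000050147, chromosome 8 from 72761880 to 72763874) was expressed in 10 of 268 neurons (3.73% (1.80% to 6.75%)).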

10.1136/gutjnl-2017-315631.supp6 Supplementary data

Enterochromaffin cells (ECs) residing in mucosal villi release 5-hydroxytryptamine (5-HT) and directly couple sensory nerves via 5-HT_3_ receptors, thus acting as important gut chemosensors.^26^ 

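Htr3a (ENSMUSG00000032269, chromosome 9 from 48899213 to 48911099) had means of 1844 CPM in pNF-like, 1063 CPM in mNFb-like and 289 CPM in mNFa neurons, and was expressed in 100%, 94.4% and 100% of them. The pPEP-like and mPEPa-like neurons had means of 471 and 460.4 CPM, above that of mNFa. Htr3b (ENSMUSG00000008590, chromosome 9 from 48935008 to 48964990) was expressed in 43 of 46 pNF-like (93.5% (82.1% to 98.6%)), 23 of 36 mNFb-like (63.9% (46.2% to 79.2%)) and 8 of 10 mNFa neurons (80% (44.4% to 97.5%)), with means of 125, 66.7 and 53.4 CPM.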

We find abundance of 5-HT_3_ receptor subunits (both *Htr3a* and *Htr3b*) in NF colonic neuronal subtypes (figure 2C). By contrast, the 5-HT_4_ receptor subunit (*Htr4*, figure 2C) is only present on mNP neurons. 

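Htr4 (ENSMUSG00000026322, chromosome 18 from 62324204 to 62496577) had a mean of 86.8 CPM in the 18 mNP neurons. The next highest means by marker score were 1.56 CPM in mPEPb and 0.998 CPM in mNFa neurons. Htr4 was highest in mNP neurons in 5 of plates 2 to 6.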

Intriguingly, lysophosphatidic acid receptor 5 (encoded by *Lpar5*), a specific GPCR chemosensor activated by partially digested dietary protein (peptone) and present in afferents terminating in the mucosa,^27^ is coexpressed by mNP neurons. Therefore, our data support the conclusion that both NF and mNP neurons may represent subtypes of mucosal afferent tuned to respond to serotonergic signalling and act to transduce luminal contents.

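Lpar5 (ENSMUSG00000067714, chromosome 6 from 125067920 to 125082472) was expressed in 15 of 18 mNP neurons (83.3% (58.6% to 96.4%)), with a mean of 43.5 CPM. By marker score its mean was below 1 CPM in every other subtype, and in the mNFb-like cluster it was 1.09 CPM. Of the mNP neurons that expressed Htr4, 15 of 16 also expressed Lpar5 (93.8% (69.8% to 99.8%)).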

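Of the mPEPb-like neurons that expressed Trpv1, 74 of 75 also expressed Trpa1 (98.7% (92.8% to 100.0%)). Trpa1 was expressed in all 18 mNP neurons (mean 169 CPM) and in 7 of 11 mPEPa-like neurons (63.6% (30.8% to 89.1%), mean 248 CPM). It was expressed in 36.1% of mNFb-like neurons (mean 52.5 CPM). In pNF-like neurons the mean was 0.280 CPM and no neuron reached the threshold for expression, which allows a share of up to 6.52%.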

What is clear from the analysis is that multiple mechanosensitive channels exist within the same colonic neuronal subtype (eg, *Trpv1* and *Trpa1* in mPEPb) and that redundancy also exists in channel expression across multiple subtypes (eg, *Trpa1* in mNP, mPEPb and to a lesser extent mPEPa and pPEP subtypes), and this indicates that direct mapping of current functional classifications to identified scRNAseq subtypes is not feasible and that existing schema inadequately describe sensory diversity innervating the colon.

### Predicted colonic sensory neuronal subtypes can be recapitulated by single-cell qRT-PCR using seven marker genes

In order to validate the seven subtypes identified by scRNAseq, we evaluated the expression of seven marker genes predicted to be uniquely present within one of each of the subtypes. Specifically, we examined the expression of *Mrgprd* (mNP selective marker), cerebellin 2 precursor protein (*Cbln2*; mNFa selective marker), submaxillary gland androgen regulated protein 2 (*Smr2*; mPEPa selective marker), family with sequence similarity 19, member A1 (*Fam19a1*; mNFb selective marker), *Trpa1* (mPEPb selective marker), heparanase (*Hpse*; pNF selective marker) and neurotrimin (*Ntm*; pPEP selective marker) in both colonic TL and LS neurons by single-cell qRT-PCR (scqRT-PCR; figure 3A shows scRNAseq expression profiles of these genes). 

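Of these 7 genes, exactly 1 was expressed in 200 of the 268 sequenced neurons (74.6%, 69.0% to 79.7%), none in 8 and 2 or more in 60 (22.4%, 17.5% to 27.9%). The share with exactly 1 was 74.4% in TL and 74.8% in LS neurons. In neurons with at least 1 of the genes, the highest held a median of 99.5% of the summed CPM of the 7, and it held at least 90% in 203 of 260 neurons (78.1%, 72.5% to 83.0%). With expression called at 1 of 500000 reads instead, exactly 1 gene was expressed in 46.3% of neurons. Cbln2 (ENSMUSG00000024647, chromosome 18 from 86711110 to 86718283) was expressed in 9 of 10 mNFa neurons at a mean of 202 CPM, and Smr2 (ENSMUSG00000029281, chromosome 5 from 88086556 to 88109053) in 14 of 27 neurons assigned to mPEPa at 177 CPM. In the clusters, Smr2 was expressed in 4 of 11 mPEPa-like neurons at 126 CPM and in 5 of 36 mNFb-like neurons at 30.5 CPM, with the mPEPa-like cluster highest in 1 of plates 2 to 6. Of the 14 settings with an mPEPa group, by clusters or by marker score, Smr2 was highest in that group in 11 and in mNFb in 3. Hpse (ENSMUSG00000035273, chromosome 5 from 100679484 to 100719716) was expressed in 39 of 46 pNF-like neurons at 56.8 CPM and Ntm (ENSMUSG00000059974, chromosome 9 from 28994750 to 29963141) in 40 of 44 pPEP-like neurons at 72.2 CPM. Of the neurons that expressed Hpse or Ntm, 39 of 40 and 50 of 52 were from LS DRG. Trpa1 was found in every neuron with Mrgprd, in 22 of the 52 with Ntm, 5 of the 16 with Smr2 and 11 of the 39 with Fam19a1, and in 1 neuron each with Hpse and Cbln2.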

Of the 168 neurons sampled from 6 mice, TL neurons had a mean soma diameter of 32.3±0.6 µm (n=84) compared with 30.3±0.5 µm for LS neurons (n=83; size data for one neuron was not collected). Individual colonic neurons tended to only express one of the seven marker genes (*Mrgprd*, *Cbln2*, *Fam19a1*, *Smr2*, *Trpa1*, *Hpse* and *Ntm*; figure 3B) to a high degree and not the other six, validating the mutual exclusivity of the markers predicted by the scRNAseq clustering and their utility in allocating neurons into one of the seven subtypes. As such, based on the scqRT-PCR expression profiles, neurons were assigned as mNP (n=22), mNFa (n=16), mNFb (n=8), mPEPa (n=7), mPEPb (n=87), pNF (n=21) and pPEP (n=7; figure 3B) subtypes. While neurons from all seven subtypes were represented in this experiment, the low frequency of some groups (particularly mPEPa and pPEP) did not allow investigation of soma diameter as a function of classification. In further confirmation of the scRNAseq characterisation, with the exception of a single neuron, only neurons originating from LS DRG expressed the pelvic cluster markers (*Hpse* and *Ntm*) and were grouped into one of the two pelvic subtypes (pNF and pPEP). Although each marker gene was the predominant gene expressed by cells within that subtype, the presence of other marker genes was observed, but to a far lesser extent (notably, in agreement with RNAseq analysis, *Trpa1* expression was observed in some mNP neurons; figure 3C). Additionally, in a subset of 83 neurons, we validate PAR1-4 expression by scqRT-PCR, showing comparable proportions to that obtained by scRNAseq, that is, almost complete absence of PAR2, broad expression of PAR3 and more discrete expression of PAR1 and PAR4 (online supplementary figure 5).

**Figure 3:**
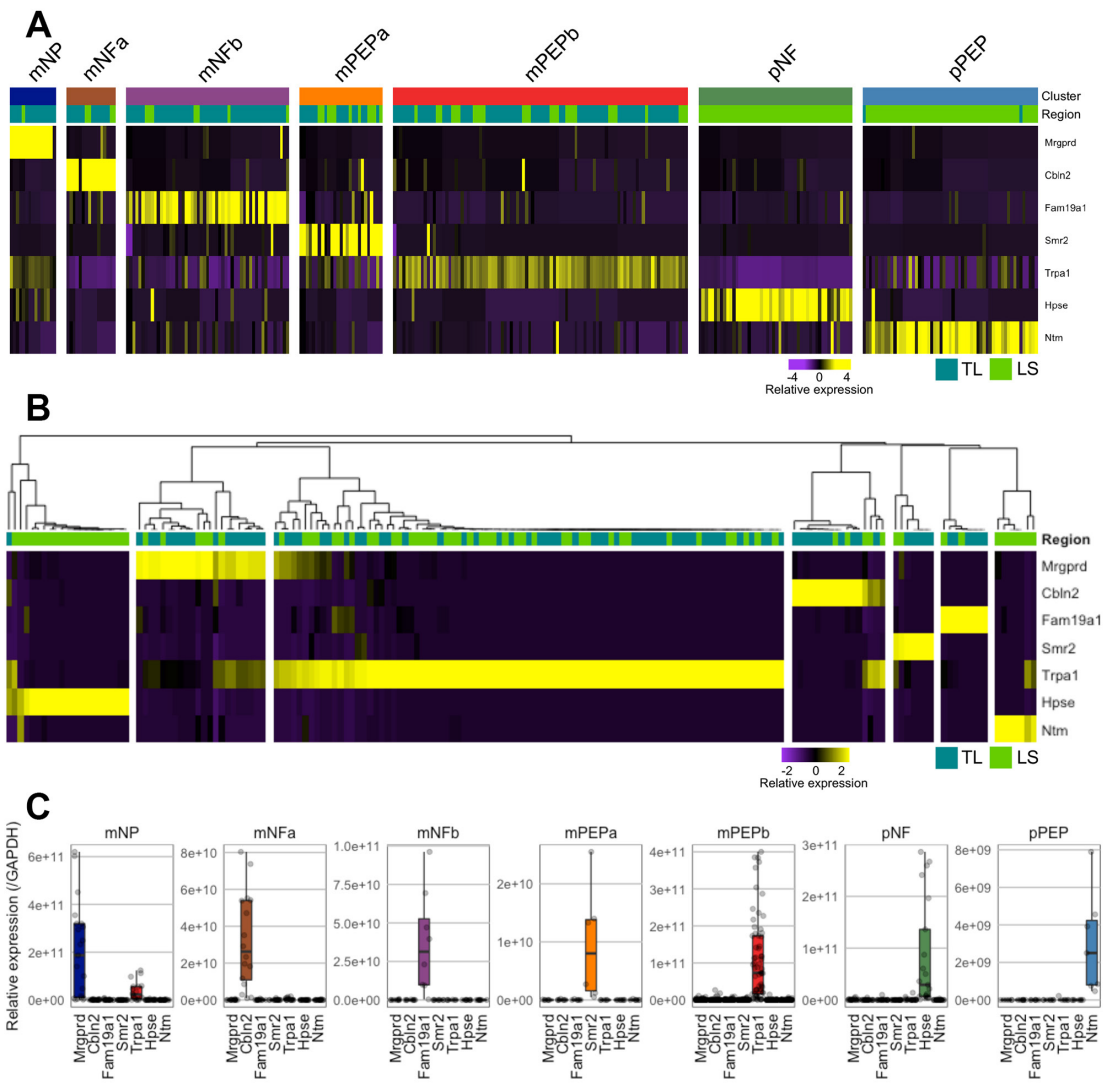
Validation of colonic sensory subtypes by scqRT-PCR. (A) Heat map scaled expression of seven representative marker genes from scRNAseq analysis, one for each colonic neuronal subtype. Colour represents a *z*-score distribution from negative (purple) to positive (yellow). (B) Heat map and hierarchical clustering of colonic sensory neurons from secondary cohort (n=168) based on scqRT-PCR expression of the seven representative marker genes (*Mrgprd*, *Cbln2*, *Fam19a1*, *Smr2*, *Trpa1*, *Hpse* and *Ntm*). Based on this hierarchical clustering, neurons were assigned to one of the seven subtypes (mNP, 22/168 (13%); mNFa, 16/168 (10%); mNFb, 8/168 (5%); mPEPa, 7/168 (4%); mPEPb, 87/168 (52%); pNF, 21/168 (13%) and pPEP, 7/168 (4%)). With one exception, only neurons isolated from LS DRG possessed high expression by scqRT-PCR of markers for pNF (ie, *Hpse*) and pPEP (ie, *Ntm*) subtypes as predicted by scRNAseq. (C) Box and whisker plot overlaid with individual data points showing expression (centre line, median; box limits, 25th and 75th percentiles; whiskers, 1.5x IQR; outliers are not displayed) of the marker genes within each group of neurons assigned to a specific subtype based on the clustering from B. DRG, dorsal root ganglia; LS, lumbosacral; mNFa; mNeuroFilament-a; mNP; mNonPeptidergic; mPEPa; mPeptidergic-a; scRNAseq, single-cell RNAseq.

### Validating colonic sensory neuronal groups by immunohistochemistry

In order to confirm that the molecular patterning observed by mRNA transcript expression using scRNAseq and scqRT-PCR translated to protein expression at the level of the cell body in intact ganglia, we performed IHC on sections from retrogradely labelled mouse TL (T13 and L1) and LS (L6 and S1) DRG following injection of FB into the colon wall. Immunostaining was performed using antisera raised against tyrosine receptor kinase C (TrkC, encoded by *Ntrk3*), Gfrα2, neuropilin 1 (Nrp1), Gfrα3 and Spp1: proteins selected based on the availability of well-validated antibodies used previously in mouse DRG tissues and on their predicted scRNAseq mRNA expression to delineate neuronal populations. Indeed, *Ntrk3* and *Gfra2* are expressed by predominantly TL populations (mNP/mNFa/mNFb and mNP/mNFa, respectively), while *Spp1* is only expressed by pNF subtype of LS derived pelvic neurons (figure 4A). Therefore, we would predict that TrkC and Gfrα2 would have a low frequency of expression within LS neurons and that Spp1 will not be present at all in TL neurons. Indeed, TrkC labelling was observed in a fifth of TL neurons (31 of 154) with an average TrkC-positive (TrkC+) diameter of 34.3±1.4 µm, whereas, no LS neuron immunostained for TrkC (figures 4B and 0 of 152). 

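Ntrk3 (ENSMUSG00000059146, chromosome 7 from 78175959 to 78738012) had a mean of 56.1 CPM in TL and 4.15 CPM in LS neurons, and was expressed in 32.3% and 5.93% of them, a log2 ratio of LS to TL of -3.76. It was expressed in 10 of 10 mNFa (mean 187 CPM), 19 of 36 mNFb-like (123 CPM) and 12 of 18 mNP neurons (43.8 CPM). The mean of 137 CPM in the 11 mPEPa-like neurons came from 1 neuron that expressed it. Gfra2 had means of 30.9 CPM in TL and 3.82 CPM in LS neurons (log2 ratio -3.02). Spp1 had means of 3.92 CPM in TL and 468 CPM in LS neurons (log2 ratio 6.90), and was expressed in 13 of 133 TL (9.77% (5.31% to 16.1%)) and 36 of 135 LS neurons (26.7% (19.4% to 35.0%)). The direction of each ratio was the same in each of plates 2 to 6, although the ratio of Gfra2 ranged from -4.78 to -0.0036 between plates.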

For Gfrα2, labelling was present in 6% of TL (17 of 265), but not in any LS neuron (0 of 201), with a Gfrα2+ cell diameter of 21.0±1.1 µm (figure 4C). Labelling of Nrp1 revealed a bias towards expression within TL, over LS, neurons (TL, 42%, 70 of 167 cells (diameter, 25.3±0.6 µm) vs LS, 10%, 14 of 145 cells (diameter, 26.9±2.2 µm), figure 4D), as predicted by the relatively broad, although not high, expression within mNFa, mNFb, mPEPa and mPEPb subgroups observed by scRNAseq (figure 4A). Furthermore, mRNA transcripts for Gfrα3 were selectively expressed within peptidergic subgroups coexpressing *Trpv1*, *Tac1* and *Calca*, from both TL (mPEPb and to a lesser extent mPEPa) and LS (pPEP) DRG. 

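In the sequenced neurons, Nrp1 (ENSMUSG00000025810, chromosome 8 from 128358604 to 128503363) was expressed in 108 of 133 TL (81.2% (73.5% to 87.5%), mean 196 CPM) and 45 of 135 LS neurons (33.3% (25.5% to 42.0%), mean 50.6 CPM), a log2 ratio of LS to TL of -1.95 (-3.19 to -1.30 by plate). It had means of 324 CPM in mNFb-like, 188 CPM in mPEPa-like and 139 CPM in mPEPb-like neurons and was expressed in all mNFa neurons. The pPEP-like and pNF-like neurons had means of 6.69 and 2.09 CPM.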

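Gfra3 (ENSMUSG00000024366, chromosome 18 from 34689898 to 34720387) had means of 1029 CPM in mPEPb-like, 867 CPM in pPEP-like, 397 CPM in mPEPa-like and 45.2 CPM in mNFb-like neurons, and was expressed in 96%, 90.9%, 63.6% and 22.2% of them. Of the 150 neurons that expressed Gfra3, 147 also expressed Trpv1 (98% (94.3% to 99.6%)), 147 Tac1 and all 150 Calca. The means were 512 CPM in TL and 503 CPM in LS neurons, a log2 ratio of LS to TL of -0.02, and the direction differed between plates. With median in place of mean CPM the log2 ratio was 0.21.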

Immunolabelling for Gfrα3, in line with the predicted mPEPa and pPEP expression, revealed significant staining in both TL (32%, 33 of 104) and LS (47%, 49 of 105) neurons (figure 4E). In agreement with the scRNAseq data, the average soma diameter for Gfrα3+LS neurons (pPEP neurons; 20.8±0.8 µm) was significantly smaller than Gfrα3+TL neurons (mPEPb neurons; 24.3±0.9 µm vs Gfrα3+LS neurons, P=0.0055, n=33–49, 95% CI 1.06 to 5.93, two-sided unpaired t-test), suggesting that Gfrα3 is expressed broadly in peptidergic neuronal subgroups, but that segmental differences exist between the subtypes present in different nerves. Lastly, Spp1, a selective marker for pNF subtype, was present in 6% of LS neurons (6 of 96; diameter 20.6±1.3 µm) only and was not observed in any TL neurons (0 of 281; figure 4F).

**Figure 4:**
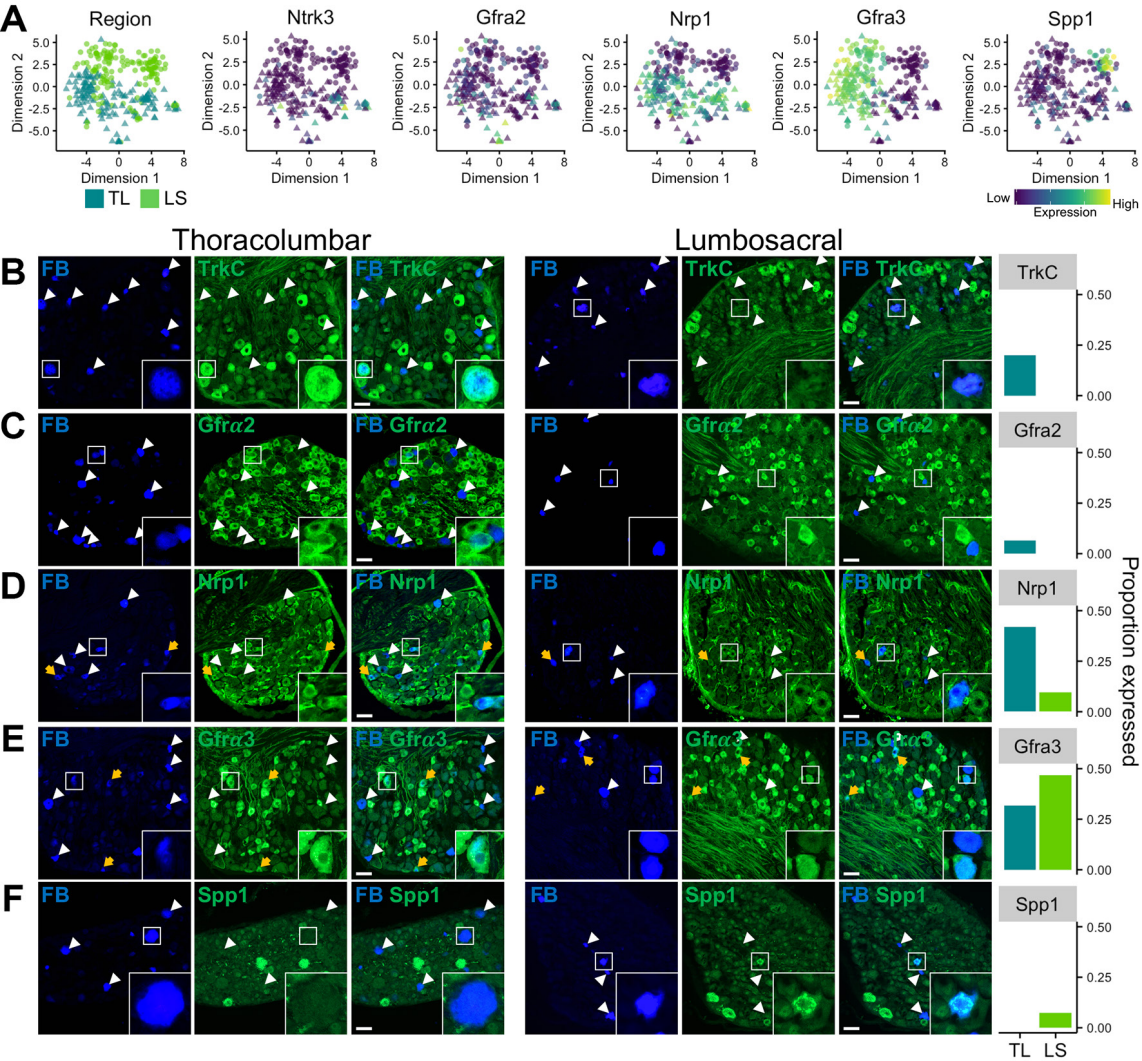
*In vivo* validation of colonic sensory neuronal expression profiles. (A) t-SNE plots of scRNAseq analysis overlaid with colour depicting either spinal segmental region (eg, TL or LS) the neuron was isolated from or expression for genes (*Ntrk3* encodes TrkC; *Gfra2*, GDNF family receptor α 2; *Nrp1*, neuropilin 1; *Gfra3*, GDNF family receptor α 3 and *Spp1*, secreted phosphoprotein 1 used for *in vivo* validation). Colour scheme represents expression level [log(TPM)]. Immunohistochemical investigation of markers in colonic sensory neurons labelled with FB in sections of TL (left) and LS (right) DRG. (B) In agreement with scRNAseq expression profiles, FB+/TrkC+ neurons were only observed in TL, but not LS, DRG. *TL inset*, FB+/TrkC+ neuron. *LS inset*, FB+/TrkC- neuron. (C) FB+/Gfrα2+ neurons were only observed in TL, but not LS, DRG. *TL inset*, example of both FB+/Gfrα2+ and FB+/Gfrα2– neurons. *LS inset*, example of FB+/Gfrα2– and FB–/Gfrα2+ neurons. (D) FB+/Nrp1+ neurons were present in TL DRG and to a lesser extent LS DRG. *TL inset*, FB+/Nrp1+ and FB–/Nrp1+ neurons. *LS inset*, FB+/Nrp1+ and FB–/Nrp1+ neurons. (E) FB+/Gfrα3+ neurons were present in significant proportions of both TL and LS DRG. *TL inset*, FB+/Gfrα3+ neuron. *LS inset*, examples of FB+/Gfrα3+ and FB+/Gfrα3– neurons. (F) FB+/Spp1+ neurons were only observed in LS, but not TL, DRG. *TL inset*, FB+/Spp1– neuron. *LS inset*, FB+/Spp1+ neuron. An example for each marker from both TL and LS DRG is shown with FB labelling, marker immunostaining and a combined overlay from the same field of view. Yellow arrows represent FB+ neurons showing expression of the marker of interest. White arrowheads represent FB+ neurons that do not express the marker of interest. *Right*, proportion of FB+ neurons expressing the marker of interest in TL and LS DRG from two mice (2 DRG per spinal segment per mouse). Scale bar 50 μm, which is consistent across all images. Each inset image is 56×56 μm. DRG, dorsal root ganglia; FB, Fast Blue; GDNF, glial-derived neurotrophic factor; LS, lumbosacral; scRNAseq, single-cell RNAseq; TL, thoracolumbar.

### Functional diversity of colonic sensory neurons

Colonic sensory neurons respond to a vast range of stimuli. To investigate which subtypes were responding to differing stimuli we used Ca^2+^-imaging, coupled with post-imaging scqRT-PCR, to assign agonist responsiveness to the subtype framework (figure 5A). Specifically, we examined increases in [Ca^2+^]_i_ within colonic neurons in response to the algogenic compound capsaicin (Trpv1 agonist), the 5-HT_4_ receptor agonist BIMU8 and the P2Y_1_ receptor agonist MRS2365 (figure 5B). In contrast to *Trpv1*, both *Htr4* and *P2ry1* expressions are relatively restricted to mNP and mNFa subgroups, respectively (online supplementary figure 4B).

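P2ry1 (ENSMUSG00000027765, chromosome 3 from 61002795 to 61008982) was expressed in 9 of 10 mNFa neurons (90% (55.5% to 99.7%)), with a mean of 206 CPM. The next highest means by marker score were 7.30 CPM in mNFb, where 25% of neurons expressed it, and 6.06 CPM in mNP.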

**Figure 5:**
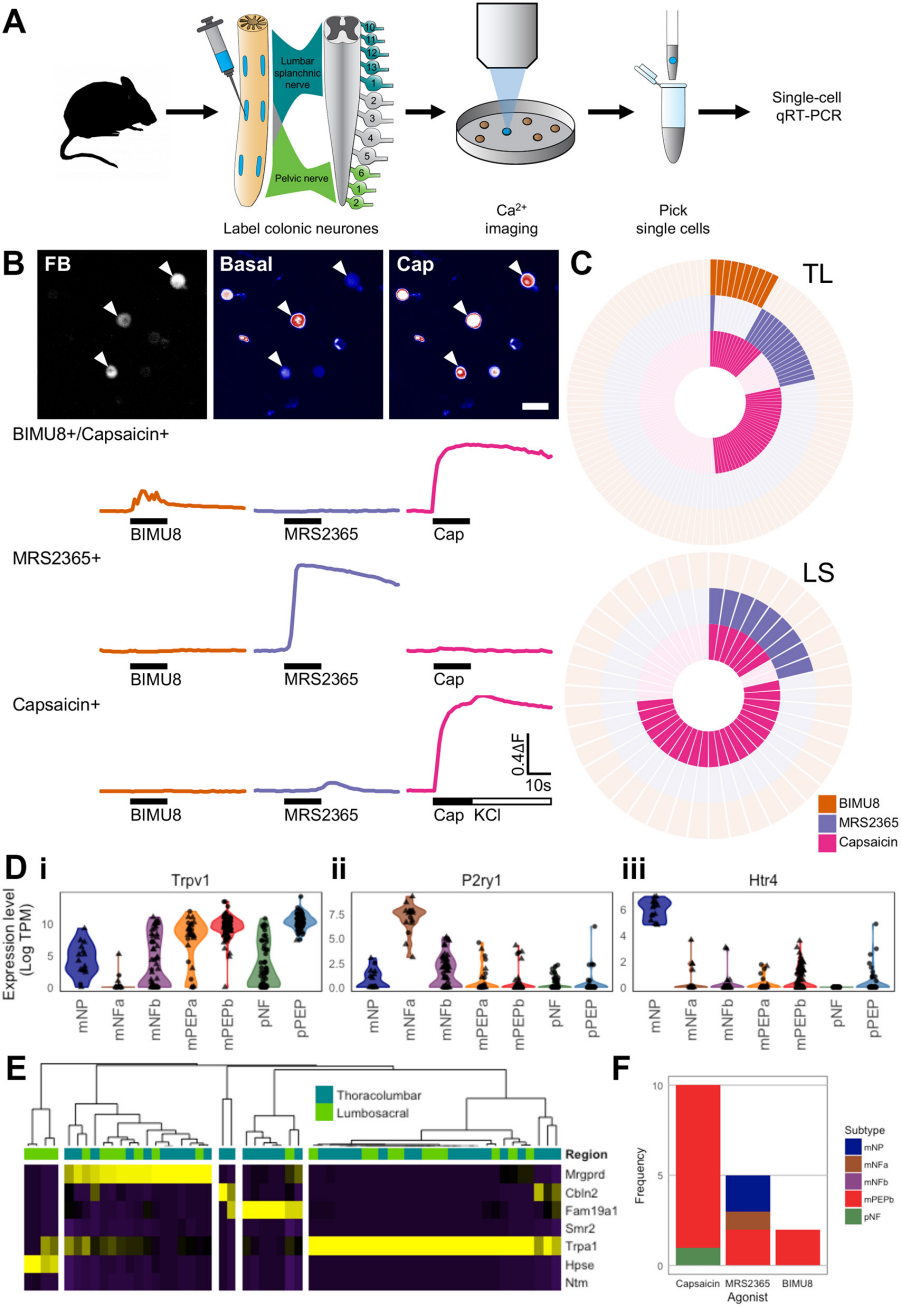
Colonic sensory neuron subtypes are functionally heterogeneous. (A) Flowchart depicting the experimental procedure undertaken. Neuronal activity was assessed by measurement of [Ca^2+^]_i_ in FB labelled neuron isolated from both TL and LS DRG in response to different stimuli. After imaging, FB+ cells were picked by glass pipette, scqRT-PCR performed to determine expression of seven cluster-specific genes (*Mrgprd*, *Cbln2*, *Fam19a1*, *Smr2*, *Trpa1*, *Hpse* and *Ntm*) and neurons assigned to colonic sensory subtypes. (B) Examples of increases in [Ca^2+^]_i_ in colonic sensory neurons measured using fluo-4. *Top*, fluo-4 fluorescence under basal and after addition of capsaicin in colonic sensory neurons labelled with FB. Arrowheads highlight FB+ neurons. Scale bar 50 μm. *Bottom*: example traces of increases in [Ca^2+^]_i_ of a 5-HT_4_/TRPV1-coexpressing neuron in responses to BIMU8 (orange) and capsaicin (pink), a P2Y_1_-expressing neuron responding to MRS2365 (purple) only and a TRPV1-expressing neuron responding to capsaicin only. (C) Analysis of BIMU8, MRS2365 and capsaicin responsiveness in both TL (*top*) and LS (*bottom*) colonic sensory neurons. Each segment represents a single neuron with a filled coloured block signifying a positive response to agonist addition. (D) Violin plots of *Trpv1*, *P2ry1* and *Htr4* expression levels [Log(TPM)] from scRNAseq analysis of colonic neurons split and coloured by seven subtypes based on clustering from figure 1B. Spinal segmental region from which the neuron was isolated is represented by shape (triangle, TL; circle, LS). *Trpv1* has broad expression across a range of subtypes, most notably mPEPb and pPEP. *P2ry1* is highly expressed by mNFa neurons, which do not express either *Htr4* or *Trpv1*. Low level coexpression of *P2ry1* and *Trpv1* is observed in mNP and mNFb subgroups. In agreement with functional profiles from figure 5C, *Htr4* is predominantly expressed by mNP neurons (and to a lesser extent mPEPb), which coexpress low levels of *Trpv1*. (E) Heat map and hierarchical clustering by scqRT-PCR of colonic sensory neurons harvested postfunctionally (n=59). Neurons with high expression of *Smr2* (marker for mPEPa) and *Ntm* (marker for pPEP) were not detected in this cohort and neurons were therefore classified into one of the remaining five subgroups (mNP, 17/59 (29%); mNFa, 2/59 (3%); mNFb, 7/59 (12%); mPEPb, 29/59 (49%) and pNF, 4/59 (7%)). Colour scheme is *z*-score distributions between markers from negative (purple) to positive (yellow). (F) Of those colonic sensory neurons assigned to subtypes based on postfunctional scqRT-PCR (see figure 5E), stacked bar charts showing the proportions in each identified subtype responding to capsaicin, MRS2365 and BIMU8. DRG, dorsal root ganglia; FB, Fast Blue; GDNF, glial-derived neurotrophic factor; 5-HT, 5-hydroxytryptamine; LS, lumbosacral; mNFa; mNeuroFilament-a; mNP; mNonPeptidergic; mPEPa; mPeptidergic-a; scRNAseq, single-cell RNAseq; TL, thoracolumbar.

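Of the mNP neurons that expressed Htr4, 9 of 16 also expressed Trpv1 (56.2% (29.9% to 80.2%)). In all mNP neurons Trpv1 had a mean of 109 CPM. Of the neurons that expressed P2ry1, 2 of 4 in mNP and 2 of 11 in mNFb, by marker score, also expressed Trpv1.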

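In the sequenced neurons, Trpv1 was expressed in 204 of 268 (76.1% (70.6% to 81.1%)), which was 75.2% of TL and 77.0% of LS neurons. The mPEPa-like, mPEPb-like and pPEP-like clusters together held 130 of the 268 neurons (48.5%, 42.4% to 54.7%). By marker score, which leaves no neuron unnamed, mPEPa, mPEPb and pPEP held 153 (57.1%, 50.9% to 63.1%).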

In agreement with previous studies,^28 29^ the algogenic Trpv1 agonist capsaicin activated 40% (50 of 125) of TL and 69% (29 of 42) of LS colonic neurons (figure 5C), reflecting the broad expression profile of *Trpv1* within mPEPa, mPEPb and pPEP subgroups, which collectively make up 57% of the sampled scRNAseq neurons (figure 5Di). The P2Y_1_ receptor agonist MRS2365 was used as an agonist biased towards activation of mNFa neurons (figure 5Dii), although it is worth noting that low-level expression was observed in other subgroups (eg, mNFb). In total, 14% (18 of 125) of TL and 21% (9 of 42) of LS neurons were sensitive to MRS2365. By contrast, expression of *Htr4* is much more restricted: all mNP colonic neurons have high expression of *Htr4*, a subset of mPEPb neurons possess low-level *Htr4* and it is poorly expressed or absent in the remaining subtypes (figure 5Diii). 

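Htr4 was expressed in 16 of 18 mNP neurons (88.9% (65.3% to 98.6%)). It was expressed in 4 of 75 mPEPb-like neurons (5.33% (1.47% to 13.1%)) at a mean of 2.53 CPM, and by marker score in 1 of 10 mNFa and 3 of 49 pPEP neurons.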

In agreement with this profile, 8% (10 of 125) of TL neurons responded to the addition of the 5-HT_4_ receptor agonist BIMU8, while no LS neurons (0 of 42) were activated. In broad terms, of the sensitive cells, four response profiles were observed in TL neurons: cells responsive to BIMU8 and capsaicin, but not MRS2365; cells responsive to MRS2365 and capsaicin, but not BIMU8; cells only responsive to MRS2365 and, finally, cells responsive solely to capsaicin. 

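Of the 28 sequenced neurons that expressed P2ry1, 4 also expressed Htr4 (14.3% (4.03% to 32.7%)). These were 3 of the 4 mNP neurons and 1 of the 9 mNFa neurons with P2ry1. Neither gene was expressed together with the other in any neuron assigned to the remaining subtypes.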

The almost perfect mutual exclusivity of responses to BIMU8 and MRS2365 mirrors the subtype-selective expression of *Htr4* (mNP) and *P2ry1* (mNFa) observed by scRNAseq (figure 5D). Furthermore, the large proportion (61%, 11 of 18) of MRS2365+ neurons that were also capsaicin-insensitive, fits well with the complete absence of *Trpv1* expression in mNFa neurons, with MRS2365+/capsaicin+ neurons likely examples of subgroups featuring low level expression of both *Htr4* and *P2ry1* (such as mNP, mNFb, mPEPa and pNF; figure 5D). It is possible that those LS neurons sensitive to both MRS2365 and capsaicin fall into this category.

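Trpv1 had a mean of 0.328 CPM in the 10 mNFa neurons and none reached the threshold for expression, although with 10 neurons a count of 0 allows a share of up to 30%. Over all subtypes, 7 of 28 neurons with P2ry1 also expressed Trpv1 (25% (10.7% to 44.9%)).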

After Ca^2+^-imaging, 62 FB-labelled colonic neurons were individually harvested and processed for scqRT-PCR. The relative expression of the seven marker genes (*Mrgprd, Cbln2*, *Fam19a1, Smr2*, *Trpa1*, *Hpse* and *Ntm*) was evaluated in 59 cells before assignment to subtypes (mNP, mNFa, mNFb, mPEPa, mPEPb, pNF and pPEP); cells predominantly expressing *Smr2* or *Ntm* (markers for mPEPa and pPEP, respectively) were not represented. Therefore, cells were clustered into five groups (mNP (n=17), mNFa (n=2), mNFb (n=7), mPEPb (n=29) and pNF (n=4); figure 5E) and functional responses mapped to this assignment. The absence of mPEPa and pPEP subtypes may be due to low sample size or an adverse sensitivity of these subtypes to extended primary culture required for Ca^2+^ imaging. Of those neurons sensitive to capsaicin, the majority (9 of 11 capsaicin+) mapped to the mPEPb subtype, in agreement with the scRNAseq analysis and suggestive of a nociceptive phenotype for this subgroup (figure 5F). MRS2365+ neurons were classified as mNP (n=2), mNFa (n=1) and mPEPb (n=2), with low frequency of the mNFa subgroup (only two neurons identified) constraining conclusions. Last, only two neurons harvested for scqRT-PCR were sensitive to BIMU8 and were linked to mPEPb subtype (figure 5F), which although not the subtype with highest expression, do possess low level *Htr4* (figure 5Diii). Using these stimuli, we show subtype-specific activation of colonic sensory neurons occurs and that such classification is a valid approach to assess the contribution of these pathways to visceral sensation.

## Discussion

Conscious sensation, including fullness, urge, discomfort and pain, is encoded by sensory neurons innervating the GI tract. In parallel, sensory pathways also coordinate complex defaecatory reflexes and act as an interface between luminal contents, the microbiota and the immune system. By regulating secretory processes, motility and blood flow, the extrinsic sensory innervation of the distal colon is capable of coordinating bowel function, detecting damage (eg, bacterial infiltration, ischaemia and inflammation) and regulating behaviour.

Visceral afferents are typically characterised by their sensitivity to mechanical and, to a lesser extent, chemical stimuli (eg, bradykinin, adenosine-5'-triphosphate (ATP) and capsaicin^30 31^) alongside anatomical criteria. However, a mechanosensitive categorisation paradigm overlooks other damage detecting transduction pathways that contribute to gut function. This is most clearly exemplified by those mechano-insensitive neurons or so-called silent afferents^31 32^ that do not sensitise to mechanical stimuli following incubation with inflammatory mediators and whose function is unknown. Indeed, how a recently identified population of visceral silent nociceptors (characterised by expression of nicotinic acetylcholine receptor subunit alpha 3 (*Chrna3*) and sensitisation by nerve growth factor) contributes to visceral sensation is unknown.^33^ The current lack of subtype-specific molecular markers for colonic sensory neurons constrains our understanding of reflex functions, conscious sensation from the bowel and in gut-specific pathologies (eg, IBS and IBD).

Here, we show using scRNAseq and unsupervised clustering that visceral sensory neurons innervating the mouse colorectum are populated by seven molecularly distinct subtypes (figure 1). Of these, only five subtypes are present in TL DRG neurons that project via the LSN and two subtypes are almost exclusive to LS DRG neurons that project via the PN, although examples of the remaining five are also present in a minority of LS DRG. Using this schema for classifying gut-projecting sensory neurons, we identified marker genes selectively expressed by each of the seven subtypes and validate the subtypes by scqRT-PCR and IHC; the utility of these marker genes for studying colonic sensory neurons in other species, including humans, will be the subject of future studies. The abundance of different subtypes in lumbar splanchnic (eg, mNP, mNFa, mNFb, mPEPa and mPEPb) versus pelvic (eg, mainly pNF and pPEP) innervation of the gut reflects the different stimuli transduced by these nerves and their functional requirements; for example, the encoding of defaecatory and evacuatory reflexes by pelvic, but not lumbar splanchnic, nerves.^34^

These data represent the first comprehensive single-cell transcriptomic profiling of sensory neurons of a known innervation target. Based on the expression patterns of genes contributing to sensory neuronal patterning, we identify one NP group, three NF groups and three PEP groups. Broadly our data match published datasets of L4-L6 non-identified DRG neurons but with some key differences.^16 35^ Nearly all colonic sensory neurons (just under 95%) express CGRP (encoded by *Calca*) in line with previous studies.^8 11 36^ Only mNP neurons completely lacked *Calca* and likely represent a subgroup of previously described isolectin B4-binding colonic neurons.^8 11^ While *Calca* was extensively expressed by PEP neuronal subtypes, low levels were observed in colonic neurons also expressing markers of NF subtypes (including *Nefh* and *Ldhb* and more specific markers such as *NECAB2*, *Fam19a1* and *Spp1*). 

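Calca was expressed in 260 of 268 sequenced neurons (97.0% (94.2% to 98.7%)), 95.5% of TL and 98.5% of LS neurons. All 18 mNP neurons expressed it, at a mean of 3259 CPM, while 2 of 10 mNFa neurons did, at 528 CPM. Of the neurons that expressed Mrgprd, the marker of mNP, 15 of 15 expressed Calca (100% (78.2% to 100%)), against 2 of 10 of those that expressed Cbln2, the marker of mNFa (20% (2.52% to 55.6%)). In the pNF-like neurons the mean was 5867 CPM.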

Whereas cutaneous afferents often have conduction velocities (CVs) of up to 25 m/s,^37^ visceral sensory afferents rarely possess CVs exceeding 1 m/s in mouse.^32^ Therefore, the expression of NF markers is unlikely to correlate with significant myelination, but rather discriminates neurons into these two subtypes (PEP and NF). Whereas TL neurons broadly fit classifications outlined in published datasets, LS neurons do not. In the skin, expression of tyrosine hydroxylase (Th) defines C-fibre low-threshold mechanoreceptors (C-LTMR) in adult DRGs,^38^ with neurons expressing the non-peptidergic marker Gfrα2 and lacking CGRP, TrkA and Trpv1.^38^ 

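Th had a mean of 159 CPM in TL and 555 CPM in LS neurons and was expressed in 61.7% and 87.4% of them. All pPEP-like and 44 of 46 pNF-like neurons expressed it.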

In agreement with a previous study, LS subtypes express Th, with pPEP (*Th^high^*, online supplementary figure 4B) to a greater extent.^40^ 

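Of the pNF-like neurons that expressed Th, 43 of 44 also expressed Piezo2 (97.7% (88.0% to 99.9%)) and 23 of 44 Trpv1 (52.3% (36.7% to 67.5%)). Of the pPEP-like neurons, which all expressed Th and Trpv1, 8 of 44 expressed Piezo2 (18.2% (8.19% to 32.7%)), whose mean there was 13.6 CPM.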

By contrast, pNF neurons (with lower *Th* expression, *Th^low^*) abundantly express the mechanotransducer *Piezo2*,^37^ and pPEP *Th^high^* neurons express low levels of *Piezo2*, alongside high levels of *Calca*, *Ntrk1* and *Trpv1*, suggesting that *Th*+ neurons innervating the viscera do not in general accommodate the established somatic C-LTMR phenotype. Indeed, *ex vivo* recordings of L6 colonic neurons identify two distinct populations: one with low-firing frequencies and high thresholds to activation by distension of the bowel correlated to expression of Trpv1 and Gfrα3 and a second Trpv1/Gfrα3-negative group with high-firing frequencies and low-threshold activation.^28^ Our LS data directly support this observation, suggesting that pPEP neurons expressing *Trpv1* and *Gfra3* (and *Th^high^*) could represent a group of high-threshold nociceptors, while pNF neurons (negative for *Gfra3* and *Th^low^*) are low-threshold mechanotransducers likely contributing to defecation reflexes. Additionally, it is tempting to speculate whether the split of LS neurons into pPEP and mPEP groups represents observed differences in stretch-response functions of PN afferents terminating in the colon versus the rectum.^40^

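In the 46 pNF-like neurons, Gfra3 had a mean of 0.00744 CPM and reached the threshold for expression in none, which allows a share of up to 6.52%. Trpv1 was expressed in 24 of 46 of them (52.2% (36.9% to 67.1%)). In the pPEP-like neurons, 40 of 44 expressed Gfra3.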

Our data also provide insight into the sensory mechanisms contributing to the clinical efficacy of a class of drugs modulating serotonergic signalling. 5-HT receptor subunits possess selective expression within colonic neuronal subtypes. For example, alosetron, which reduces abdominal pain and discomfort in IBS, is a potent antagonist of 5-HT_3_ receptors that are expressed by NF neurons^41^ and likely represent sensory pathways coupled to EC chemosensors in the mucosa.^26^ *Htr4*, which encodes the 5-HT_4_ receptor, is only expressed by mNP neurons, implicating these as effectors of tegaserod, a partial 5-HT_4_ agonist, with disease-modifying properties in IBS.^42^ Other neuronal subtypes appear tuned to specific serotonergic signalling pathways (eg, mNFa neurons express *Htr1d*/*Htr7*, mNFa/mNFb express *Htr2a* and mPEPa/mPEPb/mNFb express *Htr1b*) advocating the pharmacological discrimination of visceral sensory pathways.

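Htr1d (ENSMUSG00000070687, chromosome 4 from 136423524 to 136444398) was expressed in all 10 mNFa neurons (mean 162 CPM) and Htr7 (ENSMUSG00000024798, chromosome 19 from 35958734 to 36057507) in 9 of 10 (26.6 CPM). Htr2a (ENSMUSG00000034997, chromosome 14 from 74640840 to 74709494) was expressed in 27 of 36 mNFb-like (75% (57.8% to 87.9%), mean 29.9 CPM) and in none of the 10 mNFa neurons, which allows up to 30% (mean 0.245 CPM). By marker score it was also expressed in 83.3% of mNP and 51.0% of pPEP neurons. Htr1b (ENSMUSG00000049511, chromosome 9 from 81628291 to 81633828) was expressed in 63.9% of mNFb-like, 54.5% of mPEPa-like and 52% of mPEPb-like neurons, with means of 15.0, 14.2 and 11.4 CPM, and in 29.5% of pPEP-like neurons.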

In conjunction with mechanosensation, the detection of damage-causing irritants, ischaemia and bacterial infiltration of the mucosal barrier represent critical sensory modalities for the gut-brain axis. Based on our analysis of the colonic neuronal subtypes present, we divide these three modalities by overlapping groups of neuronal subtypes. First, *Trpa1*/*Trpv1*-positive neurons (eg, mPEPb/mNP/pPEP) represent an irritant detection pathway (analogous to the somatic ‘itch’ pathway); activation of Trp-sensitive fibres evokes visceral hypersensitivity in mice.^22^ 

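Of the neurons that expressed Trpv1, 141 of 204 also expressed Trpa1 (69.1% (62.3% to 75.4%)). This was 87 of 100 in TL and 54 of 104 in LS DRG, and by marker score 11 of 11 in mNP and 25 of 49 in pPEP neurons.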

Release of histamine from intestinal mast cells can facilitate this sensitisation in IBS,^43^ which can be attenuated by Trpv1 antagonists in rodent models.^44^ 

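All 15 sequenced neurons that expressed Mrgprd also expressed Trpa1 (interval 78.2% to 100%), and all 15 were assigned to mNP by marker score. Of these, 14 were from TL and 1 from LS DRG.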

Coexpression of *Mrgprd* and *Trpa1* by mNP neurons suggests that this subtype may represent a histamine-independent ‘itch’ pathway analogous to somatic systems.^45 46^ While it is not possible to ‘scratch’ the gut, facilitation of irritant removal by secretomotor events may be a consequence of activating this pathway. Interestingly, the G-protein coupled receptor PAR2 was almost not detected in any colonic sensory neuron by RNAseq or qRT-PCR, suggesting either challenges in detecting mRNA for this protein or alternative sites of action contributing to visceral hypersensitivity.

Mesenteric ischaemia is associated with severe abdominal pain, with potentially lethal peritonitis and septicaemia developing once transmural progression occurs.^47^ Less severe ischaemic colitis can also develop following a transient reduction in bloodflow. Asic3 acts as both an acid/lactate/ATP coincidence detector^48^ and a mechanosensor capable of initiating vasodilatory cascades against low local pressure in the skin.^49^ As such, Asic3 sensitive pathways (eg, mNFb/mPEPa neurons) may represent ischaemic sensing in the bowel and be important in the promotion of vasodilation.

Sensory nociceptors are sensitive to bacteria.^50^ In the gut, a high proportion of commensal bacteria are flagellated, and flagellin is a major antigen for the innate immune system. Bacterial invasion of the mucosal epithelium following altered gut permeability represents a significant breakdown of mucosal barrier function. Indeed, antibodies against flagellin are increased in IBS^51^ and Toll-like receptor 5 (Tlr5; the receptor for flagellin) signalling is impaired in Crohn’s disease.^52^ 

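Tlr5 (ENSMUSG00000079164, chromosome 1 from 182954788 to 182976044) was expressed in 6 of 10 mNFa neurons (60% (26.2% to 87.8%)), with a mean of 15.2 CPM. Tlr4 was expressed in 7 of 27 neurons assigned to mPEPa by marker score (25.9% (11.1% to 46.3%)), at 7.96 CPM.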

We find that mNFa neurons express *Tlr5* and mPEPa neurons express *Tlr4* (a receptor for the bacterial product lipopolysaccharide), suggesting that afferents of these subtypes contribute to defence mechanisms (including facilitating immune response) against bacterial penetration of the mucosal barrier.

In summary, these data provide a comprehensive framework for the molecular basis of visceral sensation originating from the lower GI tract. Additionally, they afford insight into the functional division of sensory modalities unique to the metabolic homeostasis of the bowel. Single-cell transcriptomic profiles enable the use of strategies to elucidate the functional roles of these neuronal subtypes, greatly facilitating our understanding of visceral sensory pathways in GI physiology in health and disease.

# Supplementary material for: Single-cell RNAseq reveals seven classes of colonic sensory neuron
**Source:** Gut. 2018 Feb 26;68(4):633–44. doi: 10.1136/gutjnl-2017-315631
**Supplement:** Supplementary data

1 Table S1

2

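The AUROC of a marker gene measures how well its expression alone separates the neurons of a cluster from all others, with 1 for complete separation. In the copy of the table used here, 1886 entries were read, with AUROC values between 0.658 and 1, of which 706 were at least 0.85. By subtype there were 358 for mNP, 218 for mNFa, 197 for mNFb, 68 for mPEPa, 398 for mPEPb, 521 for pNF and 126 for pPEP. None of the values was 0.6 or lower.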

3 List of 1887 marker genes (ENSEMBL and Symbol) selectively expressed within specific clusters as  
4 determined by SC3 analysis (AUROC  $\leq$  0.6 and  $P < 0.01$ ).

5

6  
7  
8

How the deposited data were processed for this re-analysis (not part of the article)

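Dorsal root ganglion neurons traced from the colon of mice were sequenced 1 by 1 by the Smart-seq2 protocol, with 75 bp paired-end reads, in 6 library plates. The labels list 203 neurons from thoracolumbar (TL) and 196 from lumbosacral (LS) ganglia, as well as 13 bath controls. The authors aligned the reads to GRCm38.p3 with Ensembl annotation and counted them on genes with featureCounts. The aligner and the version of featureCounts are not stated in the paper's main text, and the supplementary methods to which it refers were not used here. The table deposited by the authors holds normalised log2 values for 325 neurons that had passed their filter for low-quality cells. Satellite glia cells had not yet been removed from it. The paper names log(TPM) as its scale, but the values summed differently in each neuron. The other 74 neurons and the bath controls were not analysed here. The mouse or culture of each neuron is not named in the labels or in the paper's main text, so TL and LS were each treated as 1 sample. Cells were not used as replicates, and no p-value was computed. Library plates were used as strata and were removed from the log2 values before clustering.

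Reads were recovered from the deposited log2 values with an added 1. Each value, taken off the log scale, was treated as a whole number of reads times a factor for the neuron and divided by a length for the gene. Exonic lengths from GENCODE M21 were used where they gave whole reads within a relative tolerance of 1e-06, and other lengths were found from the values. The recovered reads ranged from 479273 to 14146487 per neuron. CPM of these reads, relative to the reads on all genes of a neuron, were the main measure, and log2 values were taken with a pseudocount of 1. The analysis had been designed for a table of counts, and this step was added once the unit of the table was known.

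The cell filter, the clustering with its number of clusters, the thresholds for expression and the lists of marker and satellite glia genes were set before the data were examined. Cells were left out at 3 median absolute deviations on reads, genes detected or mitochondrial share. This filter was meant for all 399 neurons and was applied to 325 that had already been filtered, and results with and without it were seen before it was kept. A neuron was to be left out as carrying satellite glia when its score over 10 glial genes lay more than 3 median absolute deviations above the median, which no neuron did. Library plate was removed from the log2 values by ordinary least squares with segment kept. The steps of SC3 were rewritten with 20 random starts of k-means and random seed 1, since the package itself was not used. The 94 genes that the paper names did not enter the clustering. Clusters were named by markers from the paper's own supplementary table, with thresholds set after the marker scores had been seen. The subtypes mNP and mNFa had no cluster of their own, and values for them come from an assignment by marker score, which had been planned.

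A gene counted as expressed in a neuron with at least 5 reads after the neuron had been thinned to 500000. That threshold equals 10 CPM on average, and since the thinning is random a gene somewhat below 10 CPM can be called and 1 somewhat above can be missed. A count of 0 among n neurons allows a share of up to 3 divided by n. Intervals of shares are exact Clopper-Pearson 95% intervals and cover counting error only. For each cluster the area under the ROC curve (AUROC) was computed for every gene found in at least 6% of neurons, as an effect size with no test.

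The genes reported were chosen by a rule. They are every gene that the paper names for its sequencing data, apart from results that are not reported. For LS against TL they are the 5 genes with the largest ratio of mean CPM in each direction, among genes with a mean of at least 10 CPM in 1 segment and the same direction in each of plates 2 to 6, over all neurons and again within the mPEPb-like cluster. Hox, Xist and Y chromosome genes were taken as whole lists, as were 7 injury genes. The MHC class II genes were singled out after they had appeared among the leading genes of a cluster. A list of 6 MHC class II genes was then written, and lists of 10 macrophage, 8 nuclear and 8 cytoplasmic RNAs were written before their own values were looked at, apart from Malat1.

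In 21 alternatives the filter, plate removal, gene filter, number of clusters, algorithm, clustering genes, depth, seed and plates were changed 1 at a time. Further alternatives changed the threshold of expression, the AUROC threshold and the way means were taken. Another 3 alternatives were added after the data had been seen: the deposited log2 values as they are, the same values rescaled to TPM, and CPM without the rRNA gene CT010467.1. Scaling by pooled size factors, which had been planned for a table of counts, was not run. No doublet caller was run. On simulated data, 100% of the values of 3000 genes in 60 cells were recovered as the reads behind them, and 7 simulated classes were separated with an adjusted Rand index of 1. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.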

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

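The tests of library plates behind the satellite glia genes, of injury genes beside Atf3 and of Y chromosome genes beside Xist were chosen only after the result was seen. Each result below concerns genes that the paper's text does not name and lies above what a count of 0 allows. The paper does state that cells with satellite glia genes were left out, without naming those genes. No difference between the segments was tested, since each segment is 1 sample.

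Atf3 was expressed in 97.0% of the 268 neurons (94.2% to 98.7%), with a mean of 192 CPM in TL and 338 CPM in LS neurons. A technical explanation is injury of the axon when the tracer was injected into the colon wall. Of the 6 other genes of the injury list, 3 were expressed in over 50% of neurons: Gadd45a (79.9%), Sox11 (77.6%) and Flrt3 (69.8%). The others were Csf1 (38.1%), Ecel1 (10.4%) and Sprr1a (1.87%). Injury by the injection, by dissociation and by picking cannot be told apart, because every neuron went through all of these and no untraced neurons were sequenced. No biological explanation was tested.

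Genes of satellite glia were higher in TL than in LS neurons. The median of Apoe was 1188 CPM in TL and 71.0 CPM in LS neurons, and it was expressed in 85.0% and 65.2% of them. The mean glia score was 4.23 in TL and 2.87 in LS neurons. A difference of library plates as the whole cause is argued against by the same direction of the mean score in 5 of 5 plates that hold both segments. The size of the difference varied between plates. The mean score was 5.26 in TL and 3.06 in LS neurons of plate 3, but 3.46 and 3.10 in plate 5. In plate 5, Apoe was expressed in 71.4% of TL and 71.9% of LS neurons. Depth is argued against by a difference of 1.37 after thinning to equal reads, against 1.35 before. The median Spearman rho over pairs of genes of the glia list was 0.711 across neurons, which are not independent, against 0.138 for the cytoplasmic list. This is consistent with satellite glia material picked along with some neurons. Why TL neurons carried more was not tested, and a difference between the ganglia or in the handling of the TL and LS dissections stays open.

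The MHC class II gene H2-Ab1 was expressed in 15 of the 44 pPEP-like neurons (34.1%, 20.5% to 49.9%), at a mean of 44.3 CPM against 1.57 CPM in the other neurons. It was also expressed in 10 of 36 mNFb-like neurons (27.8%). Means in pPEP-like and other neurons were 28.2 and 0.822 CPM for H2-Aa, 29.8 and 4.80 CPM for H2-Eb1, 12.5 and 0.652 CPM for H2-DMb1, 36.3 and 28.1 CPM for H2-DMa, and 8.64 and 0.443 CPM for Cd74. Macrophages or other white blood cells picked with the neuron are argued against by a median ratio of 0.162 of the macrophage list to the MHC class II list in the 15 neurons, in which the medians of C1qa, Lyz2 and Tyrobp were 0. C1qb, at a median of 32.2 CPM, was the exception, and in 1 of the neurons the macrophage list was at least as high. A single library plate is argued against by neurons with H2-Ab1 in 4 plates, while none of the 3 pPEP-like neurons of plate 3 had it. Other cell types that carry MHC class II genes were not tested. Expression by the neurons themselves stays a hypothesis, found and tested on the same cells.

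Xist, which is transcribed from the inactive X chromosome of females, had 96 reads (10.9 CPM) in 1 LS neuron of plate 2. The next highest neuron had 3 reads (2.06 CPM). Y chromosome genes were above 10 CPM in 322 of the 325 neurons. In the neuron with Xist they summed to 37.4 CPM against a median of 79.7 CPM, and 5.85% of neurons had less. Eif2s3y was at 0 CPM there, against a median of 27.7 CPM, while Ddx3y had 27.4 CPM against 34.4 CPM and Kdm5d 8.52 CPM against 4.47 CPM. This is consistent with RNA of a female animal in that well beside that of a male. It is 1 neuron, so Xist made by a male neuron stays open.

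Hoxd10 had a mean of 80.3 CPM in LS and 0.139 CPM in TL neurons, and was expressed in 97.8% of LS and 0.752% of TL neurons. The direction was the same in each of plates 2 to 6, which argues against library plate as its whole cause. LS neurons outside the pNF-like and pPEP-like clusters had 49.5 CPM. The design gives the position along the spine as a biological explanation, and it was not tested further, since segment and dissection go together.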

How the results depend on the processing

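No test here was chosen after a result was seen, apart from the 3 alternatives of scaling that were added after the data had been seen. No analysis paired by mouse was possible because neither the labels nor the paper's main text name the mouse of a neuron. Values with no test were compared with their counting interval, or for ratios of LS to TL with their range over plates, and counts with a factor of 1.5. Of 1430 alternative values, 1334 stayed within that limit, 95 moved beyond it and 1 changed direction. Part of these values could not move. Shares that depend only on the cells kept, such as that of Calca, were the same in every setting that changed only the clustering. The tally is therefore not a measure of robustness.

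The share of TL neurons outside the pNF-like and pPEP-like clusters, 100%, was 85.6% with all 325 neurons (at least 4000 genes and 100000 counts). It was 88.7% with no gene filter beyond more than 2 counts in 2 cells, 93.2% with the 200 genes that differ most between segments left out, and 97.0% with log10 genes detected removed along with plate. The share of the neurons in those 2 clusters that came from LS DRG, also 100%, was 79.8%, 85%, 90.6% and 96.0% in the same settings. The cause was not tested. In the other 17 planned settings these shares stayed within the interval. The share of LS neurons outside those clusters was 28.3% to 39.9% over the 21 planned settings, the share of neurons expressing Calca 96.3% to 97.8% over all planned settings, and neither left its interval. The Calca share could move only where the cells or the threshold of expression changed.

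The number of genes with AUROC of at least 0.85 for a class, here a cluster, was 682 and was the result that moved in most settings. It was 1425 at 0.80 and 266 at 0.90, as a looser and a stricter threshold must give. It was 1127 with no plate removal, 1480 with k = 8, 2491 by Ward clustering and 1701 by marker score. Without plate 1 it was 1470, without plate 3 it was 1090 and without plate 4 it was 1511. With deposited values rescaled to TPM, added after the data had been seen, it was 1086. The cause of these was not tested.

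The share of neurons with exactly 1 of the 7 markers, 74.6%, was 46.3% when expression was called at 1 of 500000 reads, a threshold that lets more markers be called in each neuron. The 10 genes named for LS against TL all kept their direction by mean of plate means, by summed reads and under the 3 added scalings. By median CPM 4 of them did, and the other 6, found in under 50% of the neurons of each segment, had medians of 0 in both. The log2 ratio of Gfra3, -0.02, was 0.21 by median CPM, and its cause was not tested.

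Over the settings of the cell filter, the cells kept ranged from 229 at 2 median absolute deviations to 325. The share of the paper's statements on the highest subtype that held was 77.8% to 89.5% over the planned settings. The 89.5% was by marker score, without clusters. In the named clusters the share was highest without plate 5, at 24 of 27 statements. Names of clusters were less stable than the split by segment. The number of named subtypes ranged from 4 to 6 with clusters and was 7 by marker score. No mPEPa group was named in 10 of the 21 planned settings. Removal of neurons with a high glia score changed nothing, since the rule left none out. Scaling by pooled size factors was not run.

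Depth limits what can be called expressed. No kept neuron had fewer than 593515 reads, and with 500000 reads per neuron a gene well below 10 CPM is rarely called. Trpv4 and F2rl1 were called in none of the 268 neurons. For a subtype of 10 neurons, a count of 0 allows a share of up to 30%.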

Differences from the paper's values

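No test in this part was chosen after the result was seen, apart from the 3 alternatives of scaling. Of the 325 deposited neurons, 268 were kept here, and the paper kept 314. The paper's AUROC test took cells as replicates, and no test was made here.

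The paper places 2 TL neurons in the pelvic subtypes, and here the number was 0 of 133. Of the 21 alternatives set before the data were examined, 3 gave the paper's value of 2: no plate removal, the genes the paper names kept in the clustering, and random seed 2. The other 18 did not, with values between 0 and 24. The 24 came from all 325 neurons (at least 4000 genes and 100000 counts).

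The paper's mPEPa subtype has 27 cells and the mPEPa-like cluster here had 11. Of the alternatives set before the data were examined, 6 gave a number within a factor of 1.5. These were 27 at 2 median absolute deviations, 27 by marker score, 20 with the genes the paper names kept in the clustering, 22 with the 200 genes that differ most left out, 18 without plate 5 and 30 without plate 6. Another 5 did not: 11 with satellite glia cells kept, 16 with k = 8, 13 with cells thinned before clustering, 11 with random seed 2 and 15 without plate 2. In the other 10 no cluster was named mPEPa-like.

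The paper left out 11 cells as satellite glia, the difference between its 325 and 314 cells, and here the rule left out 0. The number was also 0 under both alternatives set before the data were examined, 2 median absolute deviations and all 325 neurons. The wide spread of the scores put the limit above every score, so the 0 does not tell how many neurons carried glial RNA.

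The recovered reads of the 325 neurons summed to 1282475740, more than the paper's total of aligned reads. The kept neurons had a mean of 4317274 reads, more than the paper's mean, and 13776 genes with at least 1 read, against 9675 genes in the paper. Each of these lay within a factor of 1.5 of the paper's value. Why the recovered reads exceed the paper's total was not tested.

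Of 38 statements of the paper on the subtype with the highest expression of a gene, 27 could be evaluated in the named clusters, and in 22 of these (81.5%, 61.9% to 93.7%) the highest mean was in the paper's subtype. By marker score it was 34 of 38 (89.5%, 75.2% to 97.1%). The settings below are the 27 in which such statements were evaluated, with the 3 added scalings among them.

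The paper ranks mPEPb highest for Trpv1. Here the pPEP-like cluster was highest in each of the 27 settings, at 2426 against 1350 CPM. For Trpv4, also placed highest in mPEPb, another subtype was highest in each of the 26 settings that could be evaluated. The highest mean of Trpv4 was 0.524 CPM in the named clusters, in pNF-like neurons, and 0.609 CPM by marker score, in mNFa neurons. No neuron reached the threshold for expression, so an order between subtypes was not detectable at this depth. The settings therefore do not decide whether the paper's order for Trpv4 holds, although the statement was counted among those evaluated.

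The paper gives Asic1 as a gene that the pNF subtype has in addition to the mNF subtypes. The highest mean was in another cluster in 26 of 27 settings, and in the pNF-like cluster only with all 325 neurons. For Ntrk2, given as a gene of pNF, this subtype was highest in 23 of 27 settings. The exceptions were all 325 neurons, Ward clustering, the marker score (778 CPM in mNFa against 441 CPM in pNF) and the deposited log2 values, chosen after seeing the values. An mNFa group was present only under Ward clustering and the marker score, and mNFa was highest in both. The other settings therefore do not compare pNF with mNFa. For Ntrk3, given for mNP, mNFa and mNFb, the mPEPa-like cluster was highest (137 against 123 CPM in mNFb-like neurons), but 1 of the paper's subtypes was highest in 24 of 27 settings.

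The paper states that Calca is absent from mNP neurons alone. Here all 18 mNP neurons expressed it, as did 2 of 10 mNFa neurons. The paper states that pPEP neurons lack Trpa1, and elsewhere that they have less of it. It was expressed in 22 of 44 pPEP-like neurons. Htr2a, which the paper gives for mNFa and mNFb, was expressed in 0 of 10 mNFa neurons.

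The paper reports the greatest stability at k = 7. The mean silhouette of the consensus was 0.565 there and highest at k = 3 (0.737). The silhouette is a different measure from stability, and neurons were redrawn here at k = 7 only. These values therefore do not test the paper's choice of k.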

Other observations

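The tests of a second division by depth, of a shift of all LS neurons and of the genes that differ between segments were chosen only after the result was seen.

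Of the 325 neurons, 47 (29 TL and 18 LS) had fewer genes than the limit of 9559, with a median of 7989 genes against 14022.5 in the other 278. They came from each of plates 2 to 6. Their number of genes formed a range and not a separate group, with 29 neurons within 10% of the limit. Fewer reads as the whole cause are argued against by thinning to equal reads, after which their median number of genes was still 0.632 of that of the others (7420 against 11747). Loss of the nucleus during picking predicts low nuclear RNA. The summed nuclear RNAs other than Malat1 had a ratio of medians of 0.0963, and 7 of 7 such genes had the lower median, while the cytoplasmic list had a ratio of 0.970. Single cytoplasmic genes ranged from 0.570 (Tuba1a) to 2.19 (Fth1). The median of Malat1 was 45.2 against 1174 CPM, but its mean was 1711 against 1349 CPM, and the mean of Neat1 was also higher (100.3 against 52.7 CPM), so that some of these neurons kept nuclear RNA, which loss of the nucleus does not account for. The mitochondrial share was also lower (0.711% against 2.27%). Loss of the nucleus may therefore account for part of these neurons, as a hypothesis. The ratio of 0.970 sums over single genes that lay well below and well above 1. The test therefore cannot tell loss of the nucleus from a different mix of RNA. With all 325 neurons clustered, 47 of the neurons left out by the filter lay in 1 unnamed cluster of 66. Its leading genes included Cldn5, Slco1a4 and Eng. RNA of other cells in these wells was not tested. No biological explanation was tested.

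The sum of the deposited values of a neuron, taken off the log scale, fell with its depth. A candidate explanation is a second division by a depth factor after scaling to TPM. It predicts a slope of -1 on log scales, and the slope was -1.08 over all neurons. Within plates 2 to 6 it lay between -1.21 and -1.06, steeper than the prediction in each, and in the 5 neurons of plate 1 it was -0.962. Why it was steeper was not tested. How the authors scaled the values is not stated in the paper's main text in enough detail to settle this, and no biological explanation was tested.

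The pNF-like and pPEP-like clusters held LS neurons only. A technical shift of all LS neurons is argued against by the 33.3% of LS neurons that clustered with TL neurons. Hox genes alone are argued against as the whole cause, since with them left out of the clustering the share from LS was still 100%. With the 200 genes that differ most left out, this share was 90.6%, and 9 TL neurons joined the pPEP-like cluster. Genes that follow position along the spine may therefore contribute. Whether they are the whole cause cannot be decided by that test, because genes that differ less between the segments stayed in the clustering. Over all neurons, 2969 genes with a mean of at least 10 CPM in 1 segment had the same direction in every plate with both segments. With TL and LS as 1 sample each, differences between the dissections or cultures of the 2 segments stay open, as does a biological difference between them.

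Over all neurons, the genes with the largest ratio of LS to TL were Hoxd11 (0.0117 CPM in TL and 18.4 CPM in LS neurons, log2 ratio 10.62), Uts2b (0.196 and 281 CPM, 10.49), Hoxd10 (log2 ratio 9.18), Hoxc10 (0.0368 and 10.7 CPM, 8.18) and Blnk (0.167 and 43.6 CPM, 8.03). Uts2b is also 1 of the pNF markers. The lowest ratios were those of Mrgpra3 (13.0 and 0.0735 CPM, -7.46), 6030408B16Rik (11.1 and 0.215 CPM, -5.68), Ntrk3 (-3.76), Ptprt (28.1 and 2.17 CPM, -3.69) and Lpar3 (44.2 and 3.48 CPM, -3.67). In all TL neurons together, Hoxd11 had 7 reads, Hoxc10 25, Hoxd10 80, Blnk 90 and Uts2b 104. Mrgpra3 reached the threshold for expression in 4 TL neurons only, so that the ratios of these genes rest on few reads or neurons. Over the plates with a ratio, the log2 ratio ranged from -10.11 to -0.145 for Mrgpra3 and from -8.30 to -0.394 for Lpar3. It stayed at or below -1.496 for the other genes with the lowest ratios. The ratios describe the neurons sequenced and have no replicate check.

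Among the 17 Hox genes with at least 1 CPM in a segment, 10 had the higher mean in LS and 7 in TL neurons. All 8 of group 9 or higher were higher in LS neurons in each of plates 2 to 6, and all 4 of group 5 or lower were lower in each. Of groups 6 to 8, 2 were higher and 3 lower. None of the 17 changed direction by mean of plate means or under the 3 added scalings. The median log2 ratio of LS to TL over 9062 genes was 0.03 by CPM and -0.11 by the deposited values, so that the latter are lower in LS neurons overall. The log2 ratio of Hoxb6, 0.07, was the smallest in size and lies within the difference between these scalings.

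Within the mPEPb-like cluster, with 54 TL and 21 LS neurons, the largest ratios of LS to TL were those of Hoxd11 (log2 ratio 9.59), Hoxd10 (7.42), Sez6l (5.24), Cyp1b1 (3.34) and Hoxd9 (3.13). The lowest were those of Sema5a (-3.43), Dnah1 (-3.05), Sulf2 (-2.93), Npffr2 (-2.68) and Ifi27l2a (-2.61). Hoxd11 had 4 reads in the TL neurons of this cluster and Sez6l reached the threshold in 4 LS neurons. In plates 2 and 4 the ratios rest on 2 LS neurons each.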
